# Disruption of C/EBPβ-Clec7a axis exacerbates neuroinflammatory injury via NLRP3 inflammasome-mediated pyroptosis in experimental neuropathic pain

**DOI:** 10.1186/s12967-022-03779-9

**Published:** 2022-12-12

**Authors:** Dan Wu, Yanqiong Zhang, Chunhui Zhao, Qiuyue Li, Junhong Zhang, Jiaxin Han, Zhijian Xu, Junfang Li, Yan Ma, Ping Wang, Haiyu Xu

**Keywords:** C/EBPβ-Clec7a axis, Neuroinflammation, Neuropathic Pain, NLRP3 Inflammasome-mediated Pyroptosis

## Abstract

**Background:**

Growing evidence shows that C-Type Lectin Domain Containing 7A (Clec7a) may be involved into neuroinflammatory injury of various neurological diseases. However, its roles in neuropathic pain remain unclear.

**Methods:**

A chronic constriction injury (CCI) rat model was constructed, and gene expression profilings in spinal cord tissues of CCI-insulted rats were detected by both microarray and RNA-seq studies. A series of bioinformatics analyses identified C/EBPβ-Clec7a to be a candidate axis involved into neuropathic pain. Then, its roles in mechanical allodynia, and pathological and molecular changes during CCI progression were determined by various gain-of-function and loss-of-function experiments in vivo and in vitro.

**Results:**

Significant upregulation of Clec7a at both mRNA and protein levels were verified in spinal cord tissues of CCI-insulted rats. Clec7a knockdown markedly attenuated CCI-induced mechanical allodynia, obstructed Syk, ERK and JNK phosphorylation, inhibited NLRP3 inflammasome and caspase-1 activation, GSDMD cleavage, and consequently reduced the release of pro-inflammatory cytokines (all *P* < 0.05). Mechanically, the rat Clec7a promoter was predicted to bind with transcription factor C/EBPβ, confirmed by Luciferase assay and ChIP-qPCR. Both in vivo and in vitro assays demonstrated that C/EBPβ knockdown significantly suppressed CCI- or LPS/ATP-induced Clec7a upregulation, and subsequently reduced Syk, ERK and JNK phosphorylation, NLRP3 oligomerization, caspase-1 activation, GSDMD expression and pyroptosis, which were markedly reversed by the co-transfection of Clec7a expression vector.

**Conclusions:**

This pre-clinical investigation reveals that C/EBPβ-Clec7a axis may be a potential target for relieving neuropathic pain through alleviating neuroinflammation, paving its way for clinical translation as a promising approach for neuropathic pain therapy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12967-022-03779-9.

## Background

Neuropathic pain is a complex chronic pain due to the nervous system damage or diseases, including cancer, stroke, infection, diabetic neuropathy, spinal cord injury, or degenerative neurological diseases [1, 2]. During neuropathic pain development and progression, the neuroinflammation has been observed along the pain pathways from the spinal cord to the thalamus and the parietal cortex [3]. It may be caused by the activation of glial cells, especially microglia, with production of cytokines and other inflammatory mediators within the central nervous system [4]. Growing evidence shows that neuroinflammation may enhance pain states and promote pain spreading [5]. Therefore, it is of significance to identify novel targets for neuropathic pain therapy by attenuating neuroinflammation and restoring glial cell function.

Beyond the canonical types of cellular apoptosis and necrosis, pyroptosis has been revealed as a novel type of regulated cell death [6]. During the occurrence of pyroptosis, pattern recognition receptors may induce the activation of cysteine-aspartic protease 1 (caspase-1) or caspase-11, which can trigger the release of the pyrogenic cytokines interleukin-1β (IL-1β) and IL-18 [7]. Recent studies have observed that some damaged neurocytes associated with neuropathic pain may exhibit pathological changes similar to pyroptosis, implying that this type of regulated cell death may contribute significantly to the pathology of neuropathic pain [8]. Of note, a previous study of Wang et al. [9] reported that the spinal nerve ligation modeling significantly up-regulated the inflammatory cytokines associated with the excessive activation of NOD-like receptor family pyrin domain-3 (NLRP3) components and NF-κB signaling, as well as a marked pyroptosis activation. However, the involvement of pyroptosis in neuropathic pain development and progression, and its therapeutic potentials have not fully elucidated.

Both hybridization-based microarray and RNA sequencing (RNA-seq) studies are commonly used to understand gene expression patterns in various physiological and pathological conditions. Accumulating studies have revealed that the dramatic transcriptional changes of many genes in spinal cord (SC) may drive neuropathic pain development and progression after nerve injury [10–12], implying that high-throughput transcriptome analyses have been successfully applied in identifying neuropathic pain-associated gene-expression signatures, which may be candidate markers for the diagnosis and treatment of neuropathic pain. In the current study, chronic constriction injury (CCI) rat model was established by loosely tying the sciatic nerve with 4 ligatures (4–0 chromic catgut) at the mid-thigh level. Gene expression profiling in SC tissues of the CCI and Sham groups were obtained from both microarray and RNA-seq studies. Following differentially expressed gene screening, bioinformatics prediction of the interaction of transcription factor-target gene and coexpression analysis, a candidate transcription factor-target gene axis involved into NLRP3 Inflammasome-mediated pyroptosis during neuropathic pain progression was selected. Then, its roles in mechanical allodynia of CCI rats, as well as pathological and molecular changes in pyroptosis during CCI progression were determined by various gain-of-function and loss-of-function experiments in vivo and in vitro, including luciferase assays, ChIP-qPCR, RNA interference (siRNA), western blotting, immunofluorescence, immunohistochemistry, tunel staining and enzyme-linked immunosorbent assay (ELISA).

## Methods

### Ethics statement

All experimental protocols and animal-handling procedures were approved by our institutional Animal Care Committee (No. IACUC-AEWC-F2010007, F2101010, F2105007) and were performed in accordance with the recommendations outlined in the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health.

### Animals and grouping

A total of 210 adult male Sprague–Dawley rats (6–7 weeks, weigh 180–220 g) were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd. Rats were housed with a fixed light/dark cycle (12/12 h), a room temperature of 21− 22 ℃, and ad libitum access to food and water. After adaptive feeding for 1 week, rats were randomly divided into different groups. All experiments were designed to minimize the number of animals used and their suffering.

In microarray and RNA-seq, a total of 14 rats were randomly divided into Sham and CCI groups, 7 rats per group. Among them, 3 rats were used for microarray analyses, and 4 rats for RNA sequencing. In addition, there were 12 rats randomly assigned to the two groups to verify the results of microarray and RNA-seq, 6 rats per group.

Moreover, a total of 100 rats were applied for experiments to explore and validate the potential mechanisms, including knockdown of Clec7a and C/EBPβ. There were 50 rats in each experiment randomly assigned to five groups: (1) Sham group; (2) Sham + si-*NC* group; (3) CCI group; (4) CCI + si-*NC* group; (5) CCI + si-*Clec7a* or si-*Cebpb* group, with 10 rats in each group.

In add-back rescue experiments, a total of 84 rats were randomly divided into six groups, including 9 rats in Sham group and 15 rats in other five groups (CCI group, CCI + pLV.1-NC + pLVSO5-NC group, CCI + pLV.1-sh*Cebpb* + pLVSO5-NC group, CCI + pLV.1-NC + pLVSO5-*Clec7a-*overexpress group and CCI + pLV.1-sh*Cebpb* + pLVSO5- *Clec7a-*overexpress group).

### CCI model

The CCI rat model was established as previously described [13]. Rats were anaesthetised with isoflurane. Briefly, the left common sciatic nerve in each rat was exposed by blunt dissection. The area proximal to the sciatic nerve was free of adhering tissue, and four ligatures were tied loosely around it with approximately 1 mm interval. The sciatic nerve was exposed but not ligated in Sham group animals.

### Mechanical allodynia analyses

Mechanical allodynia was measured using the von Frey test (ALMEMO 2390, IITC Life Science, USA) at 1 day before the surgical procedure at days 1, 3, 5, 7 and 9, respectively, after sciatic nerve injury. Rats were placed individually in a transparent plexiglass box on a 50 cm high shelf, and the top of the shelf is a wire mesh with small holes. Rats were acclimated to the test environment at least 20 min. After the rats adapt to being quiet, Von-Frey was applied to the plantar middle of the rat hind paw through the wire mesh for 4–6 s. It is measured once every 30 s for 5 times. The data of mechanical withdrawal threshold (MWT) were shown as the mean of five readings.

### Gene expression profiling & data analysis

L_4_-L_6_ SC tissues collected from the rats in the Sham and CCI groups on postoperative day 10 were immersed in TRIzol (Invitrogen, CA, USA) and immediately frozen in liquid nitrogen for both the whole-genome microarray (n = 3 per group and mixed one sample for the detection) and RNA-seq (n = 4 per group) studies. Microarray detection was performed using the Affymetrix GeneChip^®^ Rat Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA) by Shanghai GMINIX Biotechnology Corporation (Shanghai, China). RNA-sequencing was carried out by the Novogene Bioinformatics Technology Co.Ltd (Beijing, China). Sequencing libraries were generated using NEBNextUltra RNA Library Prep Set for Illumina (NEB, USA.) following manufacturer’s recommendations. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500/2000 platform. Gene expression profiling was analyzed using R (http://www.rproject.org/, version 3.1.1) with Bioconductor packages (http://www.bioconductor.org/). Raw intensities were normalized using Robust multi-array average (RMA method) [14]. All raw data were be deposited in GEO datasets (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186237 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185278). Significant differentially expressed genes (DEGs) of the Sham vs. CCI groups were identified using the criteria of a |fold change|> 1.5 and *P* value < 0.05.

### Small interfering RNA (siRNA) and transfection

Clec7a siRNA (si-*Clec7a*), C/EBPβ siRNA (si-*Cebpb*) and control siRNAs (si-NC) designed and synthesized by RiboBio (Guangzhou, China) were separately dissolved in Opti-MEM (Gibco, USA). After 5 min of equilibration at room temperature, each siRNA solution was combined with the respective volume of the transfection reagent, mixed gently and incubated for 20 min. BV2 cells were transfected with the transfection mixture in Opti-MEM for 6 h.The cells were then changed to antibiotic-free medium and continued culturing for 48 h before follow-up experiments.

To transfect siRNA, Lipofectamine 2000 (Invitrogen, USA) and in *vivo* RNA Advanced Transfection (Zeta Life, USA) were used for BV2 cells and rats, respectively. The sequences of siRNAs are provided in Additional file 2: Table S1.

### Intrathecal catheters

siRNA solution was injected into the unilateral L_4_–L_6_ SC on postoperative day 4 at 2 µg in 10 µL, with the use of a glass micropipette connected to a Hamilton syringe. After each injection, a 5 min pipette retention was used before the glass pipette was removed. The expression levels of Clec7a and C/EBPβ proteins following the specific siRNA transfection were detected by Western blot.

### Cell culture and simulation

Mouse microglial BV2 cell lines were maintained at 37 ℃ in a humidified atmosphere of 5% CO_2_ in DMEM medium (Hyclone, Logan, UT, USA) supplemented with 10% fetal bovine serum (Gibco, Grand Island, NY, USA), 100 IU ml^−1^ penicillin, and 10 μg ml^−1^ streptomycin (Invitrogen, Waltham, MA).

The BV2 cells were adjusted to 5 × 10 [5] cells well^−1^ and were seeded in a 6-well plate for 24 h, and then treated with 0.2 μg mL^−1^ LPS (Sigma, Germany) and 3 mM ATP (Sigma, Germany) for 4 h to establish pyroptosis model.

### Generation of stable cell line inducing C/EBPβ knockdown

The *Cebpb*-shRNA was purchased from General Biosystems (Anhui, China). The pLV.1-sh*Cebpb* recombinant plasmid was constructed by HYY medical science Co.,Ltd (Guangdong, China). Briefly, the shRNA sequences and their antisense sequences were cloned separately into the pLV-CMV-GFP-Puro lentiviral vector, downstream of the CMV promoter. The empty vector was used as the control. BV2 cells were infected with pLV.1-*Cebpb* or control vectors with a multiplicity of infection (MOI) of 50 to 100. Then stable transfectants were screened using 2 μg ml^−1^ puroMycin (Gibco, USA) to generate BV2-pLV.1-shCtrl and BV2-pLV.1-sh*Cebpb* stable cell lines, respectively. The target sequences for sh*Cebpb* was provided in Additional file 2: Table S1.

### Vector construction and lentivirus infection

shRNAs targeting C/EBPβ (sh*Cebpb*) as well as a negative control (shNC) were provided by HYY medical science Co.,Ltd (Guangdong, China). The sh*Cebpb* and shNC were amplified and cloned into LV.1-copGFP to generate pLV.1-shC*ebpb* and pLV.1-shNC. The coding sequences of rat *Clec7a* were amplified and cloned into LVSO5-copGFP (lentivirus gene overexpression vector) to generate pLVSO5-*Clec7a* successfully. The empty pLVSO5 plasmid was used as a negative control. All constructs were verified by DNA sequencing. The packaging lentivirus and target vector were co-transfected into HEK293T cells and cultured for 48 h. The supernatant was then collected, and the lentivirus particles in the supernatant were filtered to detect virus titer. The 5 μL of concentrated lentivirus particles (1X10^9^ transducing/mL) were administrated intrathecally following 1 week of CCI model construction.

### Quantitative real-time PCR

Gene expression levels of *Clec7a* in BV2 cells in different groups were detected using quantitative real-time PCR with a TaqMan Gene Expression Assay by CFX96TM Real-Time Systems according to the manufacturer’s instructions (Bio-Rad, Hercules, CA, USA). Total RNA was extracted using TRNzol Universal reagent (TIANGEN, DP424) according to the manufacturer’s protocol. RNA concentration was determined by a spectrophotometer at 260 nm and 280 nm. Identical amounts of RNA (2 µg) were reverse transcribed into complementary DNA (cDNA) using a FastKing cDNA synthesis kit (TIANGEN, KR118) according to the manufacturer’s instructions. Relative mRNA levels were calculated using the 2^−ΔΔCT^ method [14]. The sequences of primers are provided in Additional file 2: Table S1.

### Western blot analysis

Total proteins were extracted from the L_4_–L_6_ spinal cord segment and BV2 cells in different groups using the RIPA lysis buffer(containing 1 mM phenyl-methylsulfonyl fluoride and protease inhibitor), and the protein concentration was measured using the bicinchoninic acid (BCA) protein concentration test kit (Beyotime, Shanghai, China). Equivalent protein amounts were analyzed on 11% and 8% SDS–PAGE and transferred onto polyvinylidene fluoride (PVDF, Millipore) membrane. The membranes were blocked in non-fat dried milk solution(5% in phosphate-buffer saline) at room temperature for 1.5 h, and then incubated at 4 ℃ overnight with primary antibodies. After washing with 1XTBST, the membrane was incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies at room temperature for 1 h. Bands were visualized with electrochemiluminescence detection reagents. Band intensity was quantified using the Image-Pro Plus 6.0 (Media Cybernetics, Rockville, MD, USA). The detailed information of antibodies used in this study is provided in Additional file 2: Table S2.

### Immunohistochemistry

Following 10 or 30 days of CCI model construction, the L_4_–L_6_ spinal cord segments were obtained, then was fixed overnight in 4% paraformaldehyde, subjected to gradient dehydration, and paraffin-embedded. Sagittal serial sections with a slice thickness of 3 μm were generated. Antigen retrieval was performed by heating the slides at 96 ℃ in sodium citrate buffer (pH 6.0) for 15 min. After cooling to room temperature, slides were rinsed in 0.01 M phosphate-buffered saline (PBS), treated with 0.1% Triton X-100 PBS for 30 min, and washed with 0.01 M PBS three times for 3 min each. Subsequently, endogenous peroxidase was quenched using 3% hydrogen peroxide in PBS for 15 min. Sections were then washed with 0.01 M PBS three times for 8 min each and incubated with specific primary antibodies of Clec7a and C/EBPβ at 4 ℃ overnight. After washing in PBS, sections were incubated for 30 min with a secondary antibody at room temperature. Immunoreactivity was developed with PowerDAB for 7 min at room temperature. Subsequently, sections were counterstained with hematoxylin, rinsed in tap water, dehydrated in 100% ethanol and xylene, and mounted with Permount. The expression levels of Clec7a and C/EBPβ proteins among these sections were evaluated by mean optical density (integrated option density/area) using the Image-Pro Plus 6.0 (Media Cybernetics, Dallas, TX, USA). The optical intensity threshold was corrected to 0–250 in the process of analyses. The immunohistochemical image acquisition and quantitative analyses were performed by two observers, independently and blinded for the groups. The inter- and intra-examiner reliability was determined. The detailed information of antibodies used in this study is provided in Additional file 2: Table S2.

### Immunofluorescence

Following 10 or 30 days of CCI model construction, the L_4_–L_6_ spinal cord segments were prepared on a cryostat and processed for immunofluorescence as described previously [15]. In brief, the sections were washed twice with PBS, treated with 0.2% Triton X-100 for 20 min, and washed twice with PBS. Then, sections were incubated with 10% goat serum for 2 h at room temperature, and then incubated with the primary antibody against Clec7a,NLRP3,Iba-1,GFAP or NeuN overnight at 4 ℃. In addition, the sections were washed three times with PBS and incubated with secondary antibodies for 1 h atroom temperature. The nuclei were stained with DAPI (S2110, Solarbio) After that, the stained sections were examined via laser scanning confocal microscopy (FluoView FV3000, Olympus Co. Tokyo, Japan). The Clec7a expression was analyzed and expressed as mean fluorescent intensity (integrated option density/area) using the Image-Pro Plus 6.0 (Media Cybernetics, Dallas, TX, USA). In the counting studies of double staining labeled cells (Clec7a/Iba-1, Clec7a/GFAP, Clec7a/NeuN, NLRP3/Iba-1, NLRP3/GFAP and NLRP3/NeuN), the co-labeled cells were counted in 3 representative capture views of the spinal dorsal horn (SDH) from 3 animals in each group. Cell counts on the examined sections were then averaged to provide a single value for the specific group. The detailed information of antibodies used in this study is provided in Additional file 2: Table S2.

### ELISA assay

Rat IL-1β and IL-18 levels were measured by using IL-1β ELISA kit (ml037361, mlbio, Shanghai, China) and IL-18 ELISA kit (ml002816, mlbio, Shanghai, China) according to the manufacturer’s instructions. In brief, samples were measured at 450 nm by spectrophotometer to determine absorbance. The concentrations of IL-1β and IL-18 were obtained by extrapolation from the standard curve.

### LDH assay

Cell death in BV2 cells was assessed using LDH Cytotoxicity Assay Kit (Beyotime, Shanghai, China). The supernatants were collected and centrifuged (400 g, 5 min) for LDH activity determination. The absorbance at 495 nm was measured using a microplate reader.

### TUNEL assay

Pyroptosis in the spinal cord and BV2 cells were detected by using a TUNEL Detection kit (ABP-Biosciences, Wuhan, China). The pyroptotic cells showed TUNEL-positive due to random breakage of chromatin DNA. The samples were incubated with a TdT detection mixture for 1 h at 37 ℃ in the dark, then stained with Hoechst 33,342 (Servicebio, Wuhan, China) for nuclear counterstaining and observed under an inverted microscope. TUNEL-positive nucleus was identified as nicks in the terminal end of nucleic acids. Images were randomly selected from three sections of each specimen. The TUNEL-positive rate was calculated as follows: TUNEL-positive rate % = TUNEL-positive nucleus /total nucleus ×100%.

### Flow cytometry

BV2 cells were washed twice with cold PBS and resuspend cells in 1X Binding Buffer, then stained with FITC Annexin V and PI using the Annexin V-FITC Apoptosis Detection kit (BD, Franklin Lakes, NJ, USA). After incubation at RT in the dark for 15 min, the pyroptotic cells were analyzed by flow cytometry (ACEA Biosciences, Santiago, USA).

### Caspase-1 activity detection

Caspase-1 activity was measured using a commercial Caspase-1 Assay Kit (ab39412, abcam). Briefly, cells were lysed and the lysates were removed by centrifugation at 14,000 rpm/min for 5 min. 100 μg of total protein was used to assess caspase-1 activity. Cell protein with YVAD-AFC were incubated at 37 ℃ for 2 h protected from light. The changes in fluorescence intensity (Ex/m = 400/505 nm) were monitored by a fluorescence spectrophotometer (Varioskan Flash 4FE, Thermo Scientific, Carlsbad, CA, USA).

### Dual-luciferase reporter assay

The 1500-bp sequence upstream of the transcription start site (TSS) of C/EBPβ were amplified and cloned into the effector vector pcDNA3.1-GFP to generate pcDNA3.1-GFP-C/EBPβ. The 2000-bp promoter sequence of Clec7a was truncated in different lengths: p500, p1000, p1500, p2000. Those was respectively amplified and cloned into the reporter vector psiPRO to generate four reporters: psiPRO-Clec7a-: p500, p1000, p1500, p2000. The empty pcDNA3.1-GFP plasmid or psiPRO plasmid was used as a negative control. Based on psiPRO-Clec7a-p500, one mutated reporter was generated, which were mutated at binding site − 483 and − 467. HEK-293 T cells were transfected with these plasmids using Lipofectamine™ 2000 (Invitrogen).After 48 h, the activity of firefly luciferase (FL) and Renilla luciferase (RL) were respectively measured using the Luciferase Assay System protocol (Promega). Relative luciferase activity was represented by FL/RL.

### Chromatin immunoprecipitation (ChIP) assay

ChIP was performed using a Pierce Magnetic ChIP kit (Cat.26157, Thermo Fisher, USA) according to the manufacturers’ instructions. In brief, 1 ×10^7^ cells were used in the experiment. The BV2 cells were cross-linked with 1% paraformaldehyde, and the reaction was stopped with 125 mmol/L glycine. Then, they were lysed with lysis buffer, and chromatin was sonicated (amplitude, 120 w; process time, 8 min; ON time, 3 s; OFF time, 9 s) until crosslinked chromatin was broken into150- to 1000-bp fragments by MNase digestion. The chromatin was then immunoprecipitated with 2 μg (0.6 μg/μL, 3.4 μL) of rabbit anti-C/EBPβ antibody (ab32358, Abcam, Cambridge, MA, USA) or 2 μg of rabbit IgG with rotation overnight at 4 ℃. Then, 20 μL of magnetic beads were added into each tube, and the tubes were incubated overnight at 4 ℃ with mixing. The magnetic beads were washed with IP wash buffer five times and then eluted. After purification, the immunoprecipitated chromatin was analyzed by qRT-PCR. The sequences of primers used in this study are provided in Additional file 2: Table S1.

### Statistical analyses

Data analysis were performed using SPSS 21.0 statistical software (SPSS, Inc, Chicago, IL, USA). Unless otherwise stated, values of n indicated in the Figure Legends refer to the number of independent biological replicates. The data obtained from this study were presented as the mean ± SEM. Significance (*P*-value) was evaluated using either unpaired Student’s t-test or one-way ANOVA followed by Tukey’s multiple comparisons post hoc test or Brown-Forsythe and Welch ANOVA tests followed by a Dunnett's T3 multiple comparisons test for multiple comparisons. Time-series data were analyzed with the two-way ANOVA. *P* < 0.05 was considered to be statistically significant.

## Results

### CCI leads to the upregulation of Clec7a at both mRNA and protein levels in SC

Compared with the Sham rats, MWT was dramatically decreased in the CCI rats starting on the third day, and continued to decline to their lowest levels by the ninth day (Fig. 1A). Both microarray and RNA sequencing studies were performed to determine the gene expression changes during the progression of CCI-induced neuropathic pain. As a result, the two studies respectively identified a total of 602 (GEO: GSE185278, the top 100 DEGs are listed in Additional file 2: Table S3; 62 upregulated genes and 38 downregulated genes) and 1304 (GEO: GSE186237, the top 100 DEGs are listed in Additional file 2: Table S4; 89 upregulated genes and 11 downregulated genes) DEGs between CCI and Sham groups. 

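RNA sequencing covered L4-L6 spinal cord (SC) from 4 Sham rats and 4 rats with chronic constriction injury (CCI) of the sciatic nerve on postoperative day 10, with one library per rat. The microarray study was not analysed here. For each rat the authors deposited an estimated count, written as a whole number and not scaled for library size, for each of 41078 transcripts listed by Ensembl identifier. The paper's text does not name the program that aligned or counted the reads. The estimated counts summed to between 87854893 and 99820143 per Sham rat, with a median of 93239862, and to between 82926469 and 95302927 per CCI rat, with a median of 86320266.5. Between 27223 and 27826 transcripts per rat had a value above 0. All 28 pairs of rats differed by far more than counting noise, so the 8 libraries were treated as separate. From these values, library sizes were scaled with edgeR's TMM method, transcripts with too few counts were removed with filterByExpr, which left 23110, and CCI was compared with Sham in edgeR's quasi-likelihood test. Between the Sham rats, the median ratio of variance to mean was 3.08 for transcripts with means of 4 to 20, which includes differences between rats, where simulated Poisson counts gave 0.795. The values list transcripts without gene names, and no table used here pairs these identifiers with names. Names were therefore given to transcripts through Fig. 2A, which plots 7 genes by name with one point per rat. The points of the 4 CCI rats were located in the picture and compared with the values of all 41078 transcripts. For each gene, 1 transcript lay within 0.75 pixels of the plotted points, the largest such distance was 0.356 pixels, and the next transcript was at least 1.885 pixels away. With the rats taken in each of the 23 other orders, 2 transcripts in all fell within that limit over the 7 searches. The limit was set after the distances were seen, and the CCI points alone were used because a first match on the points of all 8 rats had found no transcript for Cebpb. Some Sham points could be located singly and were compared with the deposited Sham values of the matched transcripts. Within 1 pixel lay 0 of 3 such points for Cebpb, 3 of 3 for Il1b, 2 of 2 for Casp1, and 1 of 1 each for Gsdmd and Il18. For Nlrp3 no Sham point was located. The name Cebpb therefore rests on the CCI points and is not borne out by the Sham points. Every gene name given to a transcript rests on the match to the CCI points, so a value equal to one plotted in Fig. 2A is not independent of it.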

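At the study's criteria, a fold change above 1.5 in either direction and an unadjusted p under 0.05, 605 of the 23110 tested transcripts differed between CCI and Sham rats in edgeR's quasi-likelihood test. Of these, 478 were higher and 127 lower in CCI rats. After Benjamini-Hochberg adjustment over all tested transcripts, 89 had an adjusted p under 0.05 in the same edgeR test, of which 84 were higher and 5 lower in CCI rats. The alternative that moved the first count most without changing the criteria was testing every transcript with a nonzero total, which gave 895. The adjusted count depended on single rats and fell to between 3 and 63 when each rat was left out in turn. Ranked by p, the first 100 transcripts at the study's criteria held 95 that were higher and 5 that were lower. In all 89 transcripts past the adjusted threshold the values of the 4 CCI rats lay wholly above or wholly below those of the 4 Sham rats. Among all tested transcripts this held for 5.85%, against 2.86% that chance gives for 4 rats against 4. The files do not pair the identifiers of the largest changes with gene names. The transcript ENSRNOT00000083833.1 had an estimated count of 0 in all 4 Sham rats and 6494.5 ± 2122 (SD, n = 4) in CCI rats, at least 2165-fold higher against a floor of 3 counts (adjusted p = 0.0276, edgeR). ENSRNOT00000088314.1 was also at 0 in every Sham rat and reached 161 ± 38.6 (SD, n = 4) in CCI rats, at least 53.8-fold higher (adjusted p = 0.0172, edgeR). In the other direction, ENSRNOT00000087093.1 fell from 82.3 ± 31.4 (SD, n = 4) to 0 in every CCI rat, at least 27.4-fold lower (adjusted p = 0.0291, edgeR). ENSRNOT00000032780.7 fell from 335 ± 32.0 (SD, n = 4) to at most 2 counts in any CCI rat, at least 111.7-fold lower (adjusted p = 0.00668, edgeR). Across the 8 fits that each left out one rat, the adjusted p from edgeR was under 0.05 in 3 fits for ENSRNOT00000083833.1 and reached 0.095, in 7 for ENSRNOT00000088314.1, in 3 for ENSRNOT00000087093.1, where it reached 0.109, and in 8 for ENSRNOT00000032780.7.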

Then, unsupervised hierarchical clustering of all dysregulated genes showed good differentiation of CCI and Sham groups (Fig. 1B for microarray and Fig. 1C for RNA-seq). 

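The 605 transcripts that met the study's criteria were clustered on z-scored log2 CPM (estimated counts relative to the TMM-scaled library size), with average linkage on 1 minus Pearson's r between rats. The first split put the 4 Sham rats on one branch and the 4 CCI rats on the other, so that 8 of 8 rats lay with their group. These transcripts were chosen by the same grouping, and for all 35 ways of dividing the 8 rats into 4 and 4, the transcripts chosen for that division also placed 8 of 8 rats with their group. The 1000 most variable transcripts, which were chosen without the groups, again placed 8 of 8. When all 23110 tested transcripts were clustered, 6 of 8 rats lay with their group, and the rats CCI-1 and CCI-4 joined the Sham rats. The first principal component of these transcripts held 17.0% of the variance.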

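The transcript matched to Clec7a in Fig. 2A, ENSRNOT00000091552.1, had an estimated count of 21 ± 8.83 (SD, n = 4) in Sham rats and 257 ± 129 (SD, n = 4) in CCI rats. The Sham rats ranged from 8 to 27 and the CCI rats from 115 to 422, so every CCI rat lay above every Sham rat. Scaled for library size, the means were 0.224 ± 0.0895 (SD, n = 4) and 2.94 ± 1.55 (SD, n = 4) CPM. The log2 fold change was 3.70 (standard error 0.51, adjusted p = 0.0322, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the transcript ranked 45 of 23110 by p. A two-sided exact permutation test of log2 CPM gave p = 0.0286, the smallest that 4 rats against 4 allow. With each rat left out in turn the log2 fold change stayed between 3.32 and 3.94, while the adjusted p from edgeR ranged from 0.0473 to 0.122 and was under 0.05 in 1 of these 8 fits. The unadjusted p from edgeR lay between 3.96e-05 and 0.000392 in these fits, each of which had 1 rat fewer.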

Of note, Clec7a was found to be one of the common DEGs in both microarray and RNA-Seq. Accordingly, we verified the marked overexpression of Clec7a at both mRNA (Fig. 1D) and protein (Fig. 1E) levels in SC tissues of CCI rats compared with those of Sham rats on postoperative day 10. Consistently, immunofluorescence staining of SC sections revealed the neuropathic pain-induced signifcant increase of Clec7a expression (Fig. 1F). To further determine which types of cell in the SC tissues mainly expressed Clec7a, the double immunofluorescence staining analysis was performed. Notably, Clec7a was highly colocalized with Iba-1-positive microglia, but less colocalized with NeuN-positive neurons and GFAP-positive astrocytes in the SC tissues of CCI rats (Fig. 1G). In addition, the Pearson correlation analysis based on RNA-seq data showed that the expression of *Clec7a* mRNA was positively correlated with that of *Cebpb, Nlrp3*, *Il1b* and *Il18* mRNAs significantly (Fig. 2A). Moreover, we observed that the cell types positively expressing NLRP3 were the same as that expressing Clec7a (Fig. 2B).

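The correlations were computed over the 8 rats on TMM-scaled CPM of the matched transcripts, with two-sided exact permutation tests over all pairings of the 8 rats and Benjamini-Hochberg adjustment over the 6 genes of Fig. 2A. The Sham and CCI rats do not overlap in Clec7a, so a correlation over all 8 rats includes the difference between the groups. For Cebpb, whose located Sham points did not match the transcript, Pearson's r was 0.705 (exact permutation p = 0.0482, adjusted 0.0578). Its Spearman's rho was 0.786 (p = 0.0279, adjusted 0.0688). For Nlrp3, r was 0.761 (exact permutation p = 0.0235, adjusted 0.0353) and rho 0.524 (p = 0.197, adjusted 0.236). For Il1b, r was 0.831 (exact permutation p = 0.0100, adjusted 0.0267) and rho 0.857 (p = 0.0107, adjusted 0.0643). For Il18, r was 0.806 (exact permutation p = 0.0134, adjusted 0.0267) and rho 0.738 (p = 0.0458, adjusted 0.0688). Gsdmd gave an r of 0.869 (exact permutation p = 0.00464, adjusted 0.0267) and a rho of 0.738, with the p of Il18's rho. Casp1 gave an r of 0.301 (exact permutation p = 0.477, the same after adjustment) and a rho of 0.286 (p = 0.501, the same after adjustment). Of the 6 relations, 4 had an adjusted p under 0.05 for r and none did for rho. The adjusted exact permutation p for r was under 0.05 in 0 of the 6 without Sham-1, Sham-3 or Sham-4, where 3, 4 and 3 relations had an unadjusted p under 0.05, and in 1 without Sham-2 or CCI-2. Without CCI-1 and CCI-2, the rats farthest from the median of Clec7a, r was 0.769 for Cebpb, 0.333 for Nlrp3, 0.880 for Gsdmd, 0.866 for Il1b, 0.714 for Il18 and 0.583 for Casp1. Over these 6 rats only Gsdmd (exact permutation p = 0.0389) and Il1b (p = 0.0264) stayed under 0.05. The relation with Nlrp3 did not hold over these 6 rats (exact permutation p = 0.485). With any single Sham rat left out its exact permutation p was above 0.05, from 0.0657 to 0.0665, while r was 0.737 to 0.739. The p was also above 0.05 without CCI-1 (r = 0.739, p = 0.0692) or CCI-2 (r = 0.550, p = 0.0931). It was under 0.05 without CCI-3 (r = 0.919, p = 0.0216) or CCI-4 (r = 0.851, p = 0.0121). On the values as deposited, without scaling for library size, r for Cebpb moved most, to 0.502 (exact permutation p = 0.199). With each rat's deviation from the mean of its own group in place of its value, r was 0.201 for Cebpb, 0.389 for Nlrp3, 0.588 for Gsdmd, 0.514 for Il1b, 0.232 for Il18 and -0.644 for Casp1. None of these 6 within-group values passed an exact permutation test over all arrangements within groups, where p ran from 0.222 for Casp1 to 0.675 for Cebpb. The values rested mostly on the 4 CCI rats, since the SD of Clec7a was 1.55 CPM in CCI rats and 0.0895 CPM in Sham rats. The test therefore had little power to find a relation within groups. Nlrp3 had estimated counts of 5 to 9 in Sham rats and of 361, 573 and 501 in 3 CCI rats, while the rat CCI-4 had 5, and the difference in log2 CPM between the groups was 4.25 (two-sided exact permutation p = 0.143). In the fits that tested Nlrp3, its log2 fold change was 5.72 with edgeR without the filter (adjusted p = 0.280), 5.74 with DESeq2 without the filter, chosen after seeing the data (adjusted p = 1.65e-05), and 6.13 with edgeR without CCI-4 (adjusted p = 0.00131). With a Sham rat left out in its place, the adjusted p from edgeR was 0.448 to 0.470. Il1b rose by 1.62 (standard error 0.55) and Il18 by 2.32 (standard error 0.58) on the log2 scale, with adjusted p of 0.477 and 0.233 from edgeR. From the correlations in the RNA-seq data, the paper states a positive relation of Clec7a with Cebpb, Nlrp3, Il1b and Il18.

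**Figure D1:**
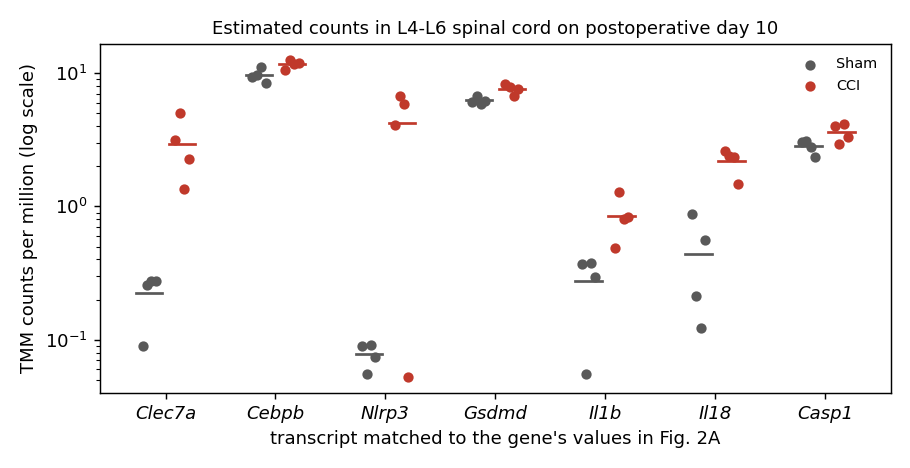
TMM-scaled CPM, on a log scale, of the transcripts matched to the 7 genes of Fig. 2A. Each point is 1 rat (4 Sham, 4 CCI) and each bar is the mean of a group. All 4 CCI rats lie above all 4 Sham rats for Clec7a, Il1b and Il18, and 3 of 4 do for the other genes.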

**Fig. 1:**
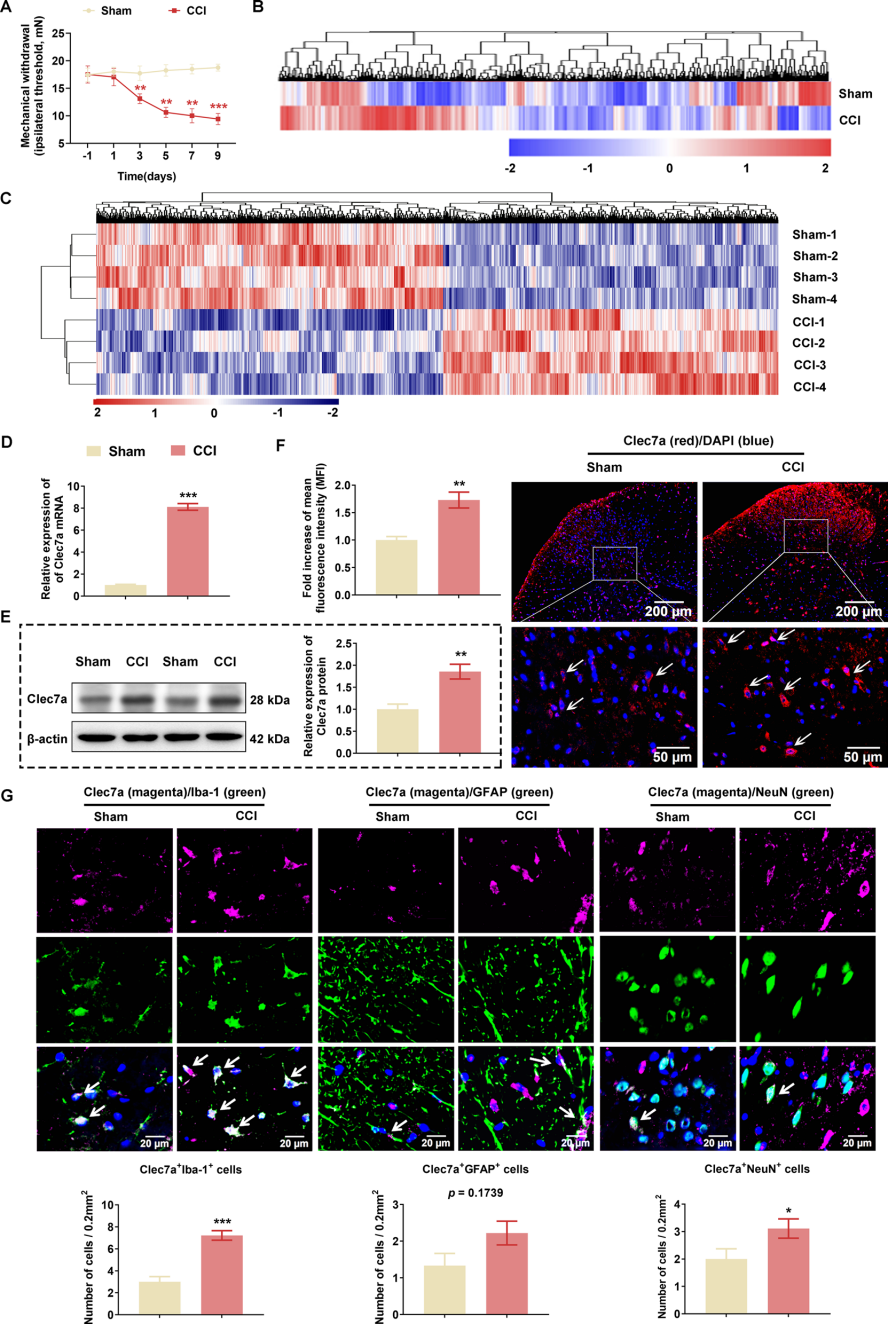
Increased expression of Clec7a in spinal cord of the chronic constriction injury rats. (A) Mechanical withdrawal threshold in the ipsilateral paw of Sham and CCI rats (n = 12 rats/group). (B-C) Hierarchical clustering of differentially expressed genes (DEGs) in spinal cord (SC) between CCI and Sham rats using microarray analyses (B; n = 3 rats/group) and RNA sequencing (C; n = 4 rats/group). (D-E) Expression levels of Clec7a mRNA and protein in SC tissues of Sham and CCI rats determined by qPCR and western blot, respectively (n = 3 rats/group with 2 technical replicates). (F) Clec7a immunofluorescence in the ipsilateral spinal dorsal horns (magnification 5 × /20 ×) on Day 10 (post-nerve injury). White arrows point to Clec7a-positive cells. The mean fluorescence intensity (MFI) was calculated by Image J software (n = 4–6 rats/group, 1 section/rat, 1–2 fields of view/section). Scale bar: 200 μm (up panel), 50 μm (down panel). (G) Representative images and quantitative analysis of co-localization of Iba-1, GFAP or NeuN with Clec7a in the ipsilateral spinal dorsal horns between Sham and CCI rats (n = 3 rats/group, 1 section/rat, 3 fields of view/section). White arrows point to Clec7a-positive cells. Scale bar: 20 μm. Data are presented as mean ± SEM. Unpaired Student’s t test was used to analyze data between the two groups. *P < 0.05, **P < 0.01, ***P < 0.001 compared with Sham group.

**Fig. 2:**
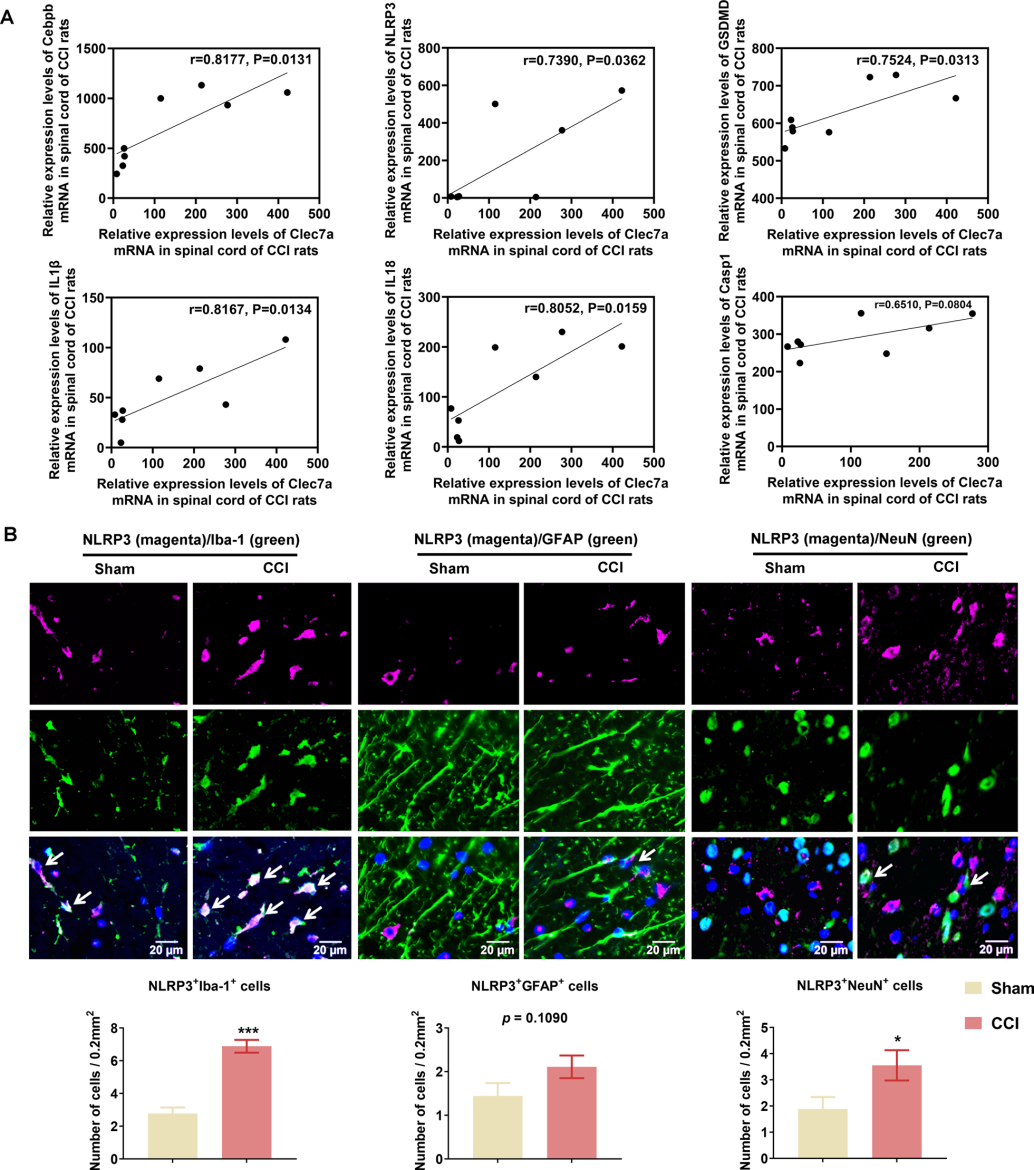
The expression characteristics of molecules involved in the Clec7a-mediated pathway in spinal cord of the chronic constriction injury rats. **A** Pearson correlation analysis between *Clec7a mRNA* and *Cebpb, Nlrp3*, *Gsdmd, Il1b*, *Il18*, *CASP1* expression according to the RNA-seq data (*n* = 4 rats/group). **B** Representative images and quantitative analysis of co-localization of Iba-1, GFAP or NeuN with NLRP3 in the ipsilateral spinal dorsal horns between Sham and CCI rats (*n* = 3 rats/group, 1 section/rat, 3 fields of view/section). White arrows point to Clec7a-positive cells. Scale bar: 20 μm. Data are presented as mean ± SEM. Unpaired Student’s *t* test was used to analyze data between the two groups. *P < 0.05, ***P < 0.001 compared with Sham group

### Suppression of Clec7a relieves neuropathic pain by regulating NLRP3 inflammasome-induced pyroptosis in vivo and in vitro

To determine the involvement of Clec7a in neuropathic pain progression, *Clec7a*-specific siRNA was injected into CCI rats on postoperative day 4 (Fig. 3A), and the MWT data showed that si-*Clec7a* markedly attenuated the progression of mechanical allodynia (Fig. 3B). Consistently, CCI-induced elevation of Clec7a protein was significantly decreased by si-*Clec7a* in the spinal dorsal horn ipsilateral to the CCI (P = 0.015 and 0.002, Fig. 3C, D). Regarding to the correlation between pyroptosis and Clec7a in CCI-induced neuropathic pain, our western blot data showed that Clec7a-triggered phosphorylation of Syk, ERK and JNK, as well as pyroptosis-related proteins NLRP3 and GSDMD were markedly upregulated in spinal dorsal horn ipsilateral to the CCI, which were significantly reversed by si-*Clec7a* intrathecal injection **(**Fig. 3E**)**. Accordingly, the knockdown of Clec7a expression by the specific siRNA effectively reduced the release of pyroptosis related inflammatory cytokines (IL-1β and IL-18) in the serum (Fig. 3F) and the percentage of Tunel-positive cells in spinal dorsal horn tissues (Fig. 3G).

**Fig. 3:**
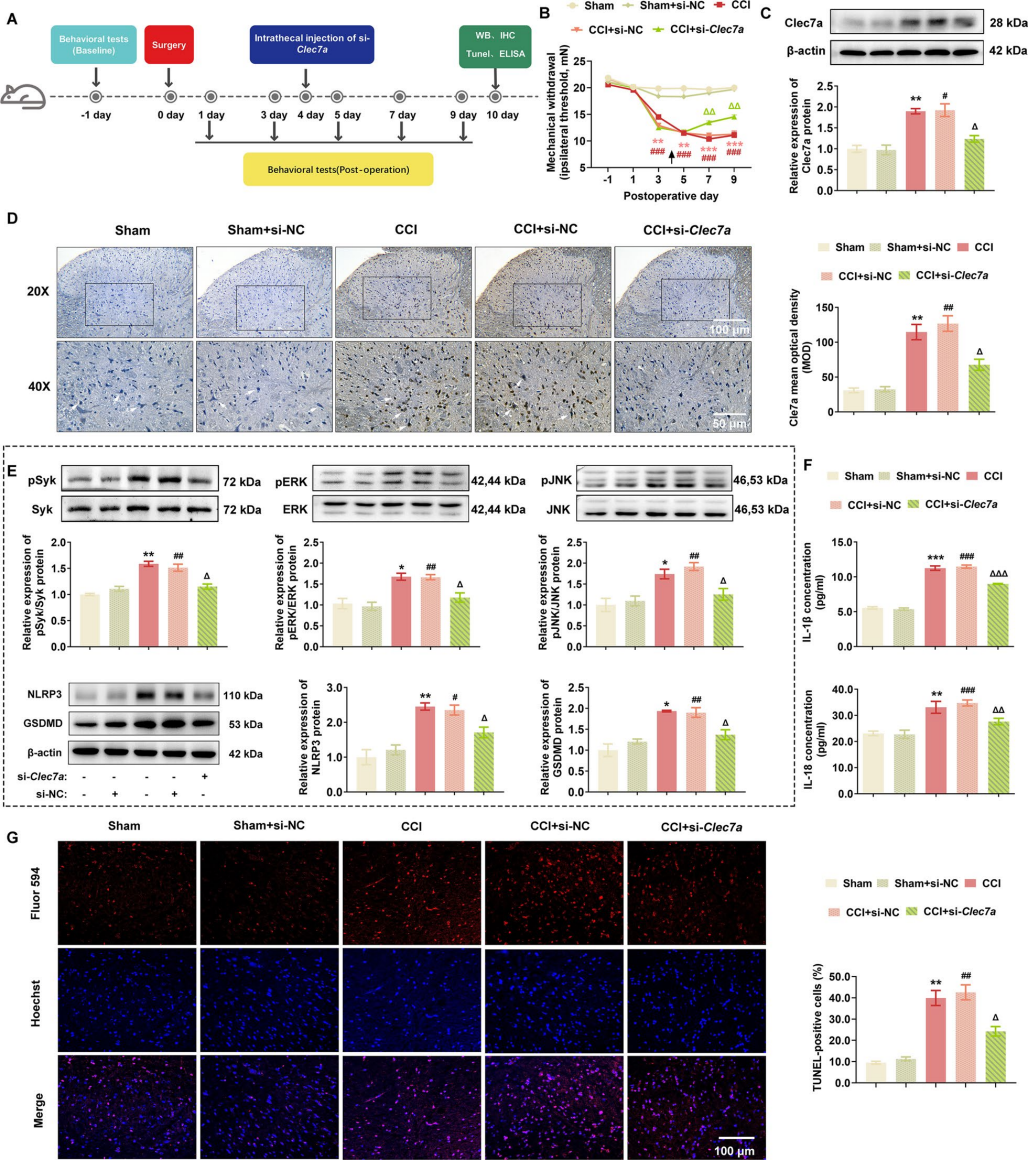
*Clec7a* knockdown relieved neuropathic pain by regulating NLRP3 inflammasome-induced pyroptosis in vivo. **A** Timeline schematic of experimental paradigm. **B** Administration of *Clec7a* siRNA significantly ameliorated mechanical withdrawal threshold in CCI rat model (*n* = 10 rats/group). **C** The upregulation of Clec7a in spinal cord (SC) of CCI rats were significantly suppressed by si-*Clec7a* transfection on postoperative day 10 (*n* = 3 independent blots)*.* **D** Immunohistochemical detection and quantification of Clec7a in ipsilateral SC of CCI rats after si-*Clec7a* treatment (*n* = 6 rats/group, 1 section/rat). White arrows point to Clec7a-positive cells. Scale bar: 100 μm (20 ×), 50 μm (40 ×). **E** Pyroptosis-related proteins (NLRP3, GSDMD) and pSyk, pERK, pJNK in ipsilateral SC of Sham or CCI rats treated with indicated siRNA were evaluated by western blotting (*n* = 3 independent blots). **F** The levels of IL-1β and IL-18 in serum of indicated groups were assessed by ELISA (*n* = 3 rats/group with 3 technical replicates). **G** Representative images (left) and quantification evaluation (right) of Tunel staining in indicated groups (*n* = 5 rats/group, 1 section/rat). Red: Tunel-positive cells; blue: nuclei (Hoechst 33,258). Scale bar: 100 μm. Data are presented as mean ± SEM. Two-way repeated measures ANOVA and Tukey’s post hoc test was used to analyze data at different time points **B**. One-way ANOVA was used to analyze data among multiple groups followed by Tukey’s post hoc test for equal variances or Dunnett T3 post hoc test for unequal variances **C**–**G**. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with the Sham group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with Sham + si-NC group; ^△^*P* < 0.05, ^△△^*P* < 0.01, ^△△△^*P* < 0.001 compared with CCI + si-NC group

After that, Clec7a siRNA was applied for the LPS combined with ATP-treated BV2 cells. As shown in Additional file 1: Figure S1A. LPS combined with ATP treatment led to an increasing number of BV2 cells which exhibited pyroptosis-like morphological changes, such as increased cell size, swelling and bubble-like protrusions on cytomembrane, while Clec7a siRNA transfection dramatically reduced the extent of pyroptosis. Similarly, flow cytometric results also showed that the LPS combined with ATP-induced pyroptosis cells were significantly decreased by Clec7a siRNA transfection (all P < 0.05, Additional file 1: Figure S1B). Moreover, the expression levels of Clec7a, NLRP3, GSDMD and cleaved-GSDMD proteins were significantly decreased following Clec7a siRNA transfection (all P < 0.05, Additional file 1: Figure S1C). The pyroptosis related activation of caspase-1, release of lactic dehydrogenase (LDH) and inflammation cytokines (IL-1β and IL-18) in the cell lysis or culture supernatants were also remarkably reduced in the BV2 cells with the knockdown of Clec7a (all P < 0.05, Additional file 2: Figure S1D–F), in line with the observation in the Tunel staining (all P < 0.05, Additional file 1: Figure S1G).

These data suggest that Clec7a may play an essential role in the progression of neuropathic pain, and the knockdown of Clec7a may attenuate neuropathic pain by regulating NLRP3 inflammasome-dependent pyroptosis.

### Clec7a may be a target gene of transcription factor C/EBPβ

To search for putative transcription factor binding motifs of *Clec7a*, in silico computational analysis using TFSEARCH Search software (http://www.cbrc.jp/research/db/TFSEARCH.html) was employed to locate predicted binding motifs [16]. As shown in Fig. 4a total of 17 potential C/EBPβ regulatory elements were predicted to be within the promoter region (proximal 2000 bp 5’ flanking region) of *Clec7a.* To further characterize the potential C/EBPβ binding motifs on the *Clec7a* promoter, four progressive deletion reporter constructs of the 5’ flanking region were generated and transfected in HEK293T cells, and then luciferase activity was analyzed. Firefly luciferase expression was activated if the Clec7a vector upstream of luciferase contained the C/EBPβ binding motifs, then luciferase catalyzed the substrate luciferin and emit bioluminescence. Renilla luciferase, which used coelenterate as the substrate, was driven by a fixed constitutive promoter and served as an internal reference signal for correcting input errors in the reporting system.The activity of each reporter construct was directly measured by the ratio of firefly luciferase activity to Renilla luciferase activity (F/R). Among all promoter constructs, the deletion of distal 5’ C/EBPβ binding motifs (500–2000 bp) did not affect the transcriptional activity as compared to the reporter construct containing the first two C/EBPβ binding motifs (0–500 bp) (Fig. 4B). After that, the mutanted C/EBPβ binding sites (binding motif 1, 2) on *Clec7a* promoter-driven luciferase reporters were constructed, and the transcriptional activity of the mutanted C/EBPβ binding sites constructs decreased by 3.5-fold, indicating that C/EBPβ may be an certain promoter of *Clec7a* (P < 0.001, Fig. 4C). To verify C/EBPβ binding to the endogenous *Clec7a* promoter region, CHIP assay was employed using anti-C/EBPβ antibody or IgG control to pull down the DNA–protein complex from the control or LPS combined with ATP treated BV2 cells. Subsequently, immunoprecipitated DNA was determined by qPCR with three pairs of primers (Fig. 4D). qPCR data revealed that the target gene (*Clec7a*) of C/EBPβ was remarkably increased following LPS combined with ATP incubation (Fig. 4E), suggesting that C/EBPβ may bind to the *Clec7a* promoter region and activate *Clec7a* transcription.

**Fig. 4:**
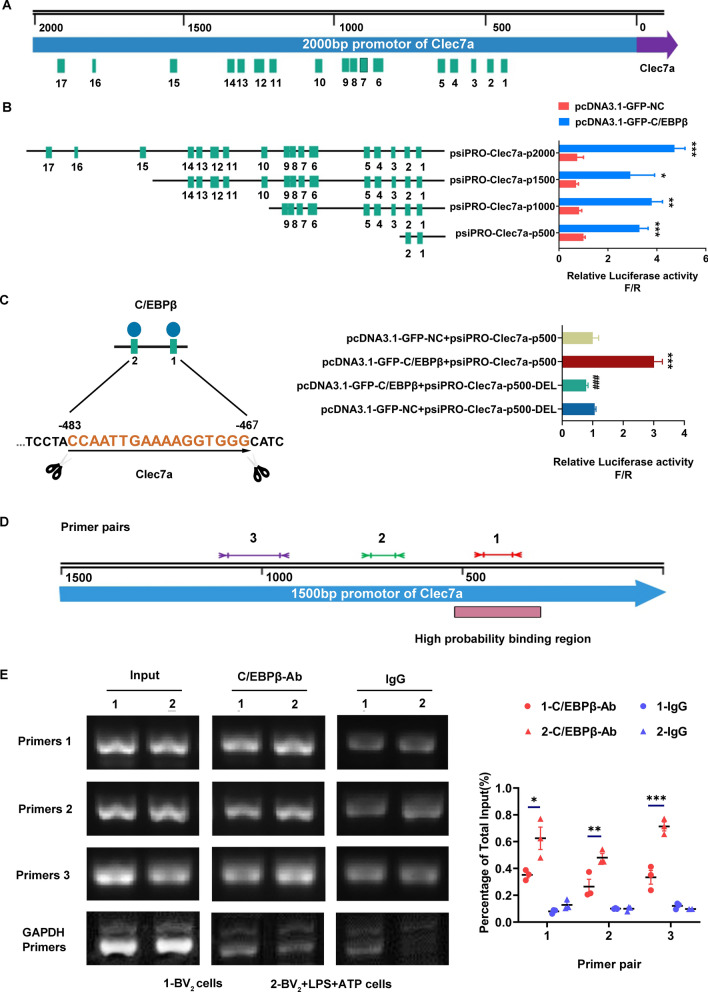
C/EBPβ is a transcription activator in the promoter region of *Clec7a* gene. (**A** and **B**) Schematic representation of a series of 5’ unidirectional deletions of the 2000 bp *Clec7a* promoter region fused in frame to pcDNA3.1 luciferase reporter vector, and then the promoter activity of C/EBPβ was determined by measuring the fluorescence intensity. C/EBPβ binding elements in the promoter region of *Clec7a* were predicted using the transcription activator search software, and shown as cyan boxes (*n* = 3). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with pcDNA3.1-GFP-NC group via unpaired Student’s *t* test. (**C**) Mutated C/EBPβ binding sites on *Clec7a* promoter-driven luciferase reporters were constructed, and then the luciferase activity was analyzed via one-way ANOVA followed by Tukey’s post hoc test (*n* = 3). ^***^P < 0.001 compared with the pcDNA3.1-GFP-NC + psiPRO-Clec7a-p500 group. ^###^*P* < 0.001 compared with the pcDNA3.1-GFP-NC + psiPRO-Clec7a-p500-DEL group. **D** The location of amplified fragments of three pairs of primers on *Clec7a* promoter region. **E** Chromatin immunoprecipitation (ChIP) analysis of C/EBPβ binding at the *Clec7a* promoter. The anti-C/EBPβ antibody or IgG control was used to pull down the DNA–protein complex from the control or LPS + ATP treated BV2 cells as indicated. Subsequently, immunoprecipitated DNA was determined by PCR and quantitative real-time PCR with three pairs of primers (*n* = 3). Data are presented as mean ± SEM. One-way ANOVA followed by Tukey’s post hoc test was used to analyze data among multiple groups. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with the BV2-C/EBPβ antibody group

### Disruption of the C/EBPβ-Clec7a axis relieves neuropathic pain by regulating NLRP3 inflammasome-induced pyroptosis in vivo and in vitro

The above data prompted us to investigate the involvement of C/EBPβ-Clec7a axis into neuropathic pain progression. *Cebpb*-specific siRNA (2 μg, i.t.) was injected into CCI rats on postoperative day 4 (Fig. 5A), and the MWT data showed that si-*Cebpb* markedly attenuated the progression of mechanical allodynia (Fig. 5B). Consistently, immunoblotting, IHC and IF data showed that CCI-induced elevation of C/EBPβ and Clec7a protein were remarkably decreased by si-*Cebpb* intrathecal injection in the spinal dorsal horn ipsilateral of CCI rats (Figs. 5C, D and 6A). Moreover, the double immunofluorescence staining analysis demonstrated that Clec7a was highly colocalized with C/EBPβ in the SC tissues of CCI rats (Fig. 6A). In addition, western blot analysis demonstrated that Clec7a-triggered phosphorylation of Syk, ERK and JNK, as well as the pyroptosis-related proteins NLRP3 and GSDMD were markedly upregulated in spinal dorsal horn ipsilateral of CCI rats (Fig. 5C), while the pyroptosis was significantly attenuated by si-*Cebpb* intrathecal injection, in line with which, the percentage of Tunel-positive cells in dorsal horn was dramatically elevated after CCI modeling, and intrathecal injection of si-*Cebpb* reduced the Tunel-positive cells of CCI rats (P = 0.001, Fig. 6B).

**Fig. 5:**
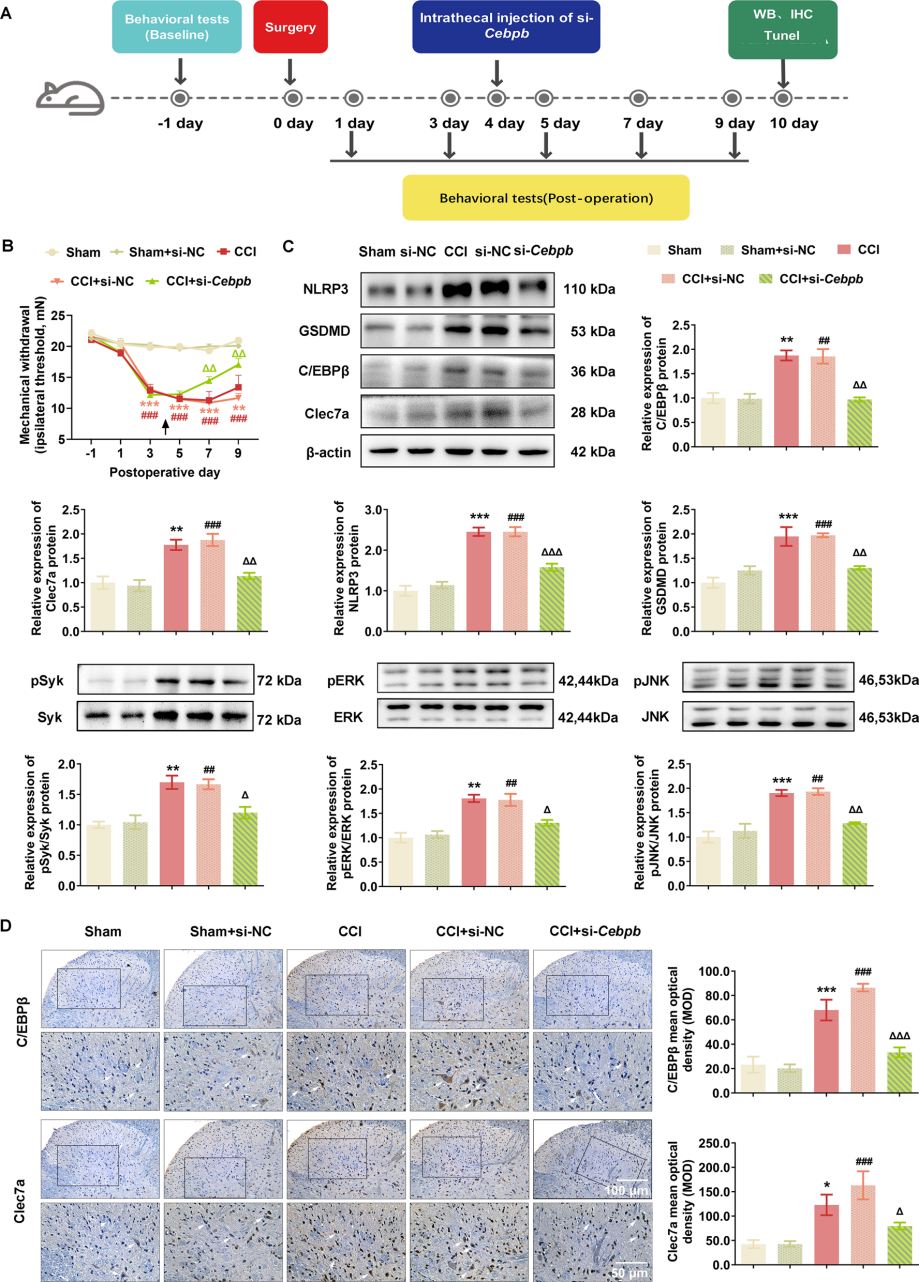
C/EBPβ knockdown attenuated neuropathic pain by regulating Clec7a-NLRP3 induced pyroptosis in vivo. **A** Timeline schematic of experimental paradigm. **B** The decreased expression of C/EBPβ significantly ameliorated mechanical withdrawal threshold in CCI rat model (*n* = 5–10 rats/group). **C** Intrathecally administration of *Cebpb* siRNA significantly reduced the expression of C/EBPβ, Clec7a, pyroptosis-related proteins (NLRP3, GSDMD) and pSyk, pERK, pJNK in ipsilateral spinal cord of CCI rats on postoperative day 10 (*n* = 3 independent blots). **D** Immunohistochemical detection of C/EBPβ and Clec7a in ipsilateral SC of CCI rats after si-*Cebpb* administration (*n* = 6 rats/group, 1 section/rat). White arrows point to C/EBPβ- or Clec7a-positive cells, respectively. Scale bar: 100 μm (20 ×); 50 μm (40 ×). Data are presented as mean ± SEM. Two-way repeated measures ANOVA and Tukey’s post hoc test was used to analyze data at different time points **B**. One-way ANOVA was used to analyze data among multiple groups followed by Tukey’s post hoc test for equal variances or Dunnett T3 post hoc test for unequal variances **C**–**D**. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with the Sham group; ^##^*P* < 0.01, ^###^*P* < 0.001 compared with sham + si-NC group; ^△^*P* < 0.05, ^△△^*P* < 0.01, ^△△△^*P* < 0.001 compared with CCI + si-NC group

**Fig. 6:**
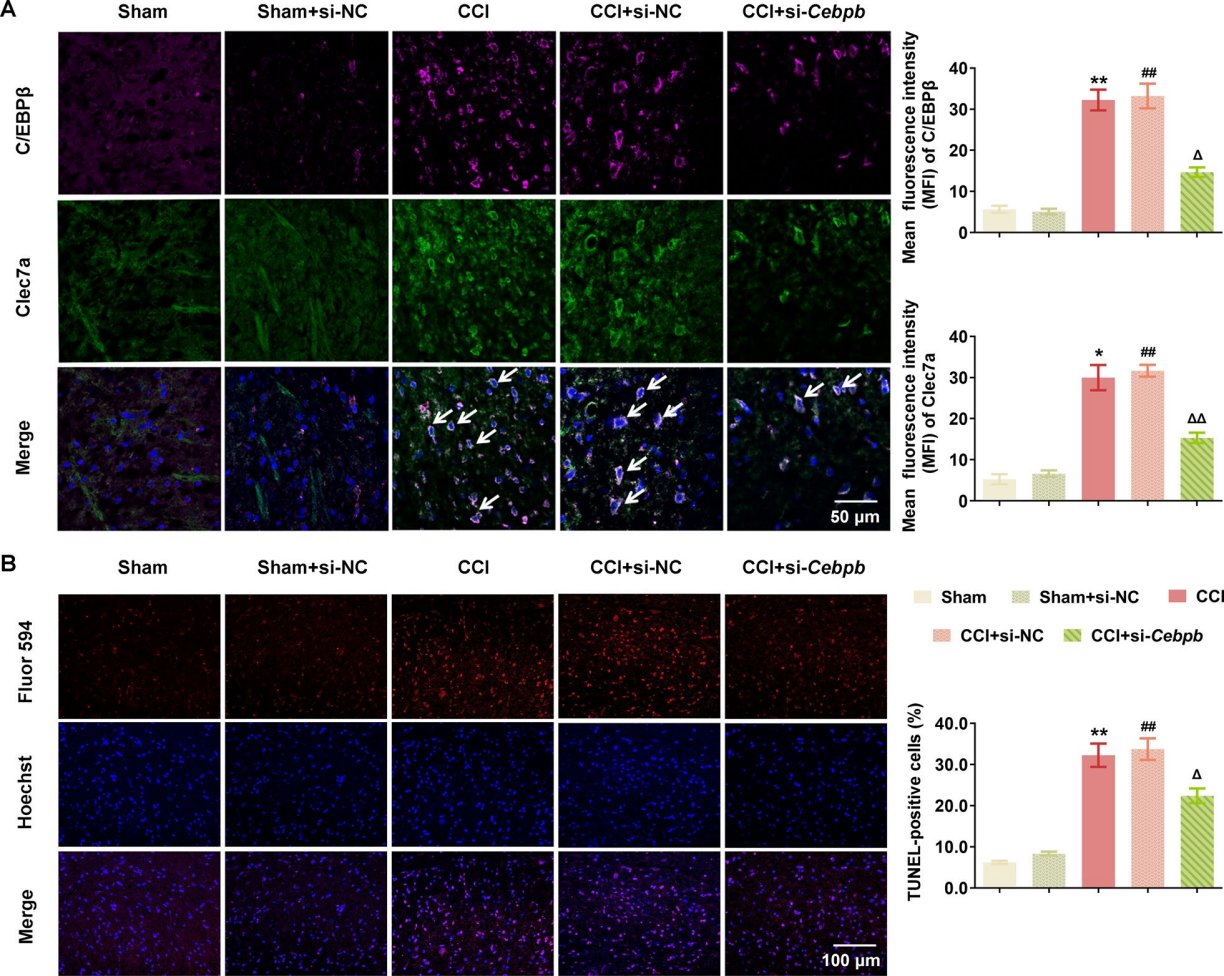
C/EBPβ knockdown inhibited the overexpression of Clec7a and NLRP3 induced pyroptosis in spinal cord of the chronic constriction injury rats. **A** The double immunofluorescence staining of C/EBPβ and Clec7a in ipsilateral SC of CCI rats after si-Cebpb administration (n = 6 rats/group, 1 section/rat). White arrows point to C/EBPβ- and Clec7a-positive cells. Scale bar: 50 μm. **B** Representative images (left) and quantification evaluation (right) of Tunel staining in the indicated groups (*n* = 6 rats/group, 1 section/rat). Red: Tunel-positive cells; blue: nuclei (Hoechst 33,258). Scale bar: 100 μm. Data are presented as mean ± SEM. One-way ANOVA was used to analyze data among multiple groups followed by Tukey’s post hoc test for equal variances or Dunnett T3 post hoc test for unequal variances. ^*^P < 0.05, ^**^P < 0.01 compared with the Sham group; ^##^*P* < 0.01 compared with sham + si-NC group; ^△^*P* < 0.05, ^△△^*P* < 0.01 compared with CCI + si-NC group

To explore the effects of C/EBPβ-Clec7a axis on pyroptosis in vitro, C/EBPβ knockdown BV2 cell line was constructed using lentivirus transfection system. As shown in Additional file 1: Figure S2A, LPS combined with ATP treatment led to the pyroptosis-like morphological changes in a large number of BV2 cells, while BV2-pLV.sh-*Cebpb* cells exhibited resistance to the combination of LPS and ATP induced pyroptosis, which was consistent with the flow cytometric data (P < 0.001, Additional file 1: Figure S2B). Moreover, the expression of C/EBPβ, Clec7a, NLRP3, GSDMD, and cleaved-GSDMD proteins in BV2-pLV.sh*Cebpb* cells were remarkably lower than that in the BV2-pLV.shCtrl cells (Additional file 1: Figure S2C). The caspase-1 activity, release of LDH and inflammation cytokines (IL-1β and IL-18) in the cell lysis or culture supernatants were also elevated by the LPS combined with ATP treatment, which was significantly reduced by the knockdown of C/EBPβ (Additional file 1: Figure S2D-F), in line with the observation of the Tunel staining (P = 0.004, Additional file 1: Figure S2G).

To further determine the effect of C/EBPβ-Clec7a on neuropathic pain and exclude the off-target effect of RNA interference experiment involves C/EBPβ and Clec7a knockdown, the 5 μl of concentrated lentivirus-transduced sh-*Cebpb,* overexpressing-*Clec7a* and/or vector alone without insertion (1 ×10^9^ transducing units/mL) were injected into CCI rats on postoperative day 7 to knockdown C/EBPβ and/or enforce Clec7a expression (Fig. 7A). As shown in Fig. 7B**,** the MWT data showed that pLV.1-*Cebpb* markedly attenuated the progression of mechanical allodynia in the next 4 weeks (P < 0.001), while overexpressing Clec7a by pLVSO5-*Clec7a* exacerbated the allodynia of CCI rats (P < 0.001). Western blot analysis and IHC showed that CCI-induced elevation of C/EBPβ and Clec7a proteins were remarkably decreased by pLV.1-*Cebpb* intrathecal injection in the spinal dorsal horn ipsilateral of CCI rats (Fig. 7C and D), while pLVSO5-*Clec7a* effectively recovered the expression of Clec7a. Furthermore, C/EBPβ knockdown significantly reduced the expression levels of NLRP3, GSDMD, IL-1β and IL-18 proteins, and suppressed the phosphorylated Syk, ERK and JNK levels, which were subsequently reversed by the enforced expression of Clec7a (Fig. 7C, E). Consistent with the western blot data, the percentage of Tunel-positive cells in dorsal horn was dramatically decreased after pLV.1-sh*Cebpb* injection compared to CCI rats (P < 0.001), while pLVSO5-Clec7a injection elevated the Tunel-positive cells compared to the CCI rats injected with pLV.1-sh*Cebpb* (P < 0.001, Fig. 7F).

**Fig. 7:**
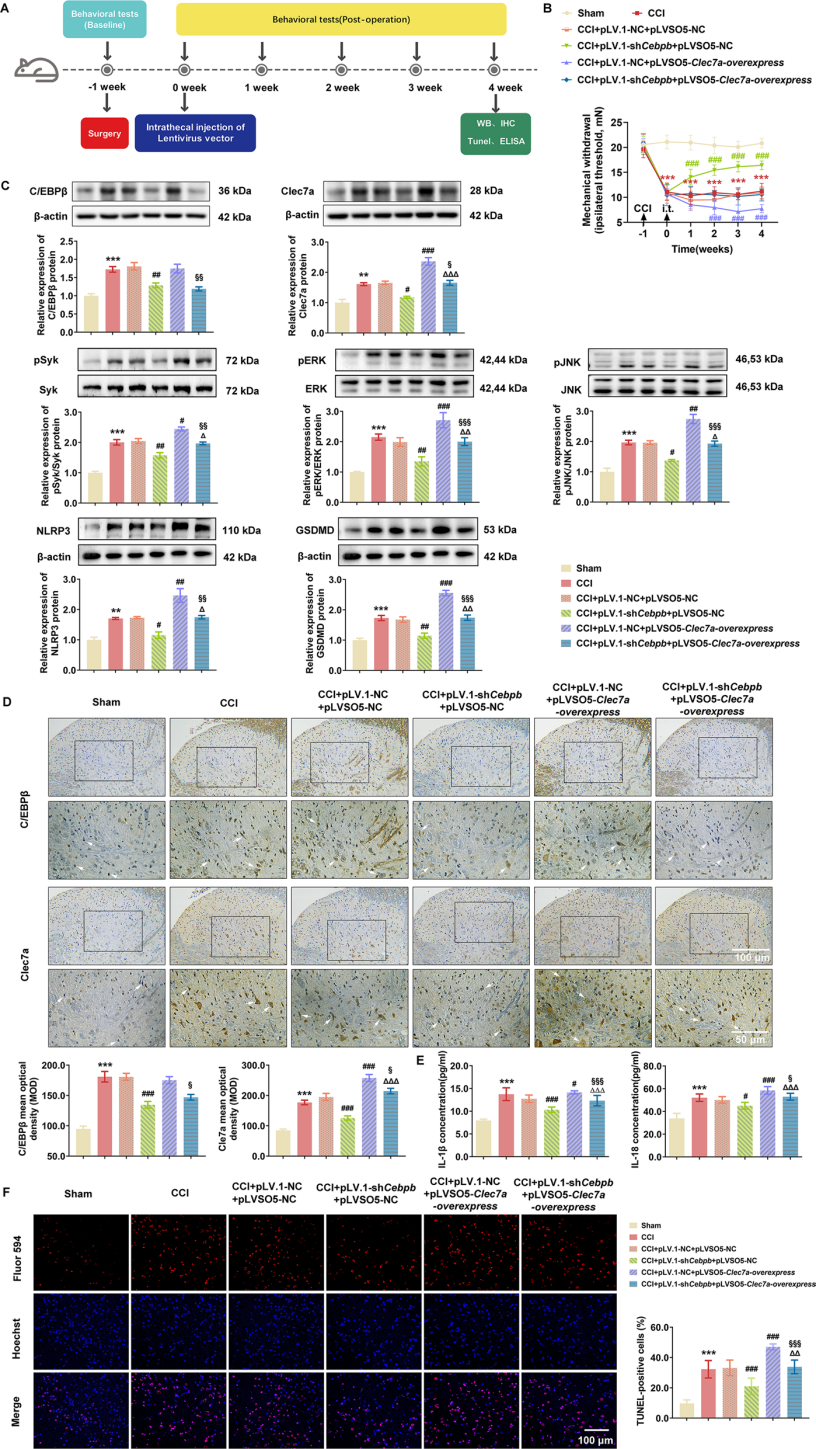
Disruption of the C/EBPβ-Clec7a axis attenuated neuropathic pain by regulating NLRP3 inflammasome-induced pyroptosis in vivo. **A** Timeline schematic of experimental paradigm. **B** The decreased expression of C/EBPβ significantly ameliorated mechanical withdrawal threshold in CCI rat model, while overexpression Clec7a facilitated neuropathic pain (Sham group, *n* = 9; the other groups, *n* = 15 rats/group). **C** Expression levels of C/EBPβ, Clec7a, pSyk, pERK, pJNK, NLRP3 and GSDMD proteins in ipsilateral spinal cord (SC) of CCI rats on postoperative 4 weeks were measured using western blot analysis (*n* = 3 independent blots). **D** Immunohistochemical detection of C/EBPβ and Clec7a in ipsilateral SC of CCI rats after treatment (*n* = 9 rats/group, 1 section/rat). White arrows point to C/EBPβ- or Clec7a-positive cells, respectively. Scale bar: 100 μm (20 ×); 50 μm (40 ×). **E** The concentration of IL-1β and IL-18 in serum of indicated groups were assessed by ELISA (*n* = 3 rats/group with 3 technical replicates). **F** Representative images (up) and quantification evaluation (down) of Tunel staining in the indicated groups (*n* = 6 rats/group, 3 section/rat). Red: Tunel-positive cells; blue: nuclei (Hoechst 33,258). Scale bar: 100 μm. Data are presented as mean ± SEM. Two-way repeated measures ANOVA and Tukey’s post hoc test was used to analyze data at different time points **B**. One-way ANOVA was used to analyze data among multiple groups followed by Tukey’s post hoc test for equal variances or Dunnett T3 post hoc test for unequal variances **C**–**F**. ^**^P < 0.01, ^***^P < 0.001 compared with the Sham group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with CCI + pLV.1-NC + pLVSO5-NC group; ^△^*P* < 0.05, ^△△^*P* < 0.01, ^△△△^*P* < 0.001 compared with CCI + pLV.1-sh*Cebpb* + pLVSO5-NC group; ^§^*P* < 0.05, ^§§^*P* < 0.01, ^§§§^*P* < 0.001 compared with CCI + pLV.1-NC + pLVSO5- *Clec7a-*overexpress group

## Discussion

Growing evidence reveal that inflammatory responses play crucial roles in the damage of neuropathic pain, and the pharmaceutical suppression on inflammatory responses may reduce neuronal injury, which subsequently leads to the attenuation in neuropathic pain-induced behaviors [17–19]. Therefore, the clarification on the involvement of inflammatory responses on neuropathic pain is of great significance to identify novel and efficient therapeutic targets for the treatment of this disease. Herein, the current study reveals a novel and critical role of C/EBPβ-Clec7a axis in neuropathic pain progression, which supports the idea that CCI-induced overexpression of Clec7a, and the direct interaction between C/EBPβ and Clec7a observed along the pain pathways may contribute to neuropathic pain by triggering the phosphorylation of Syk, ERK and JNK proteins, as well as activating NLRP3 inflammasome-mediated pyroptosis (Fig. 8). Our principal findings are as follows: a) The spinal cord injury (via CCI treatment) causes the upregulation of Clec7a mRNA and protein in the rat SC; b) The knockdown of Clec7a prevents and suppresses the production and persistence of CCI-induced neuropathic pain via mechanical hypersensitivity; c) Clec7a may be a target gene of transcription factor C/EBPβ, which may enhance the expression of Clec7a in SC induced by CCI; d) C/EBPβ-Clec7a axis may be a potential therapeutic target of the administration of neuropathic pain, evidenced by its relationship with NLRP3 inflammasome-dependent pyroptosis and the contribution to neuroinflammation.

**Fig. 8:**
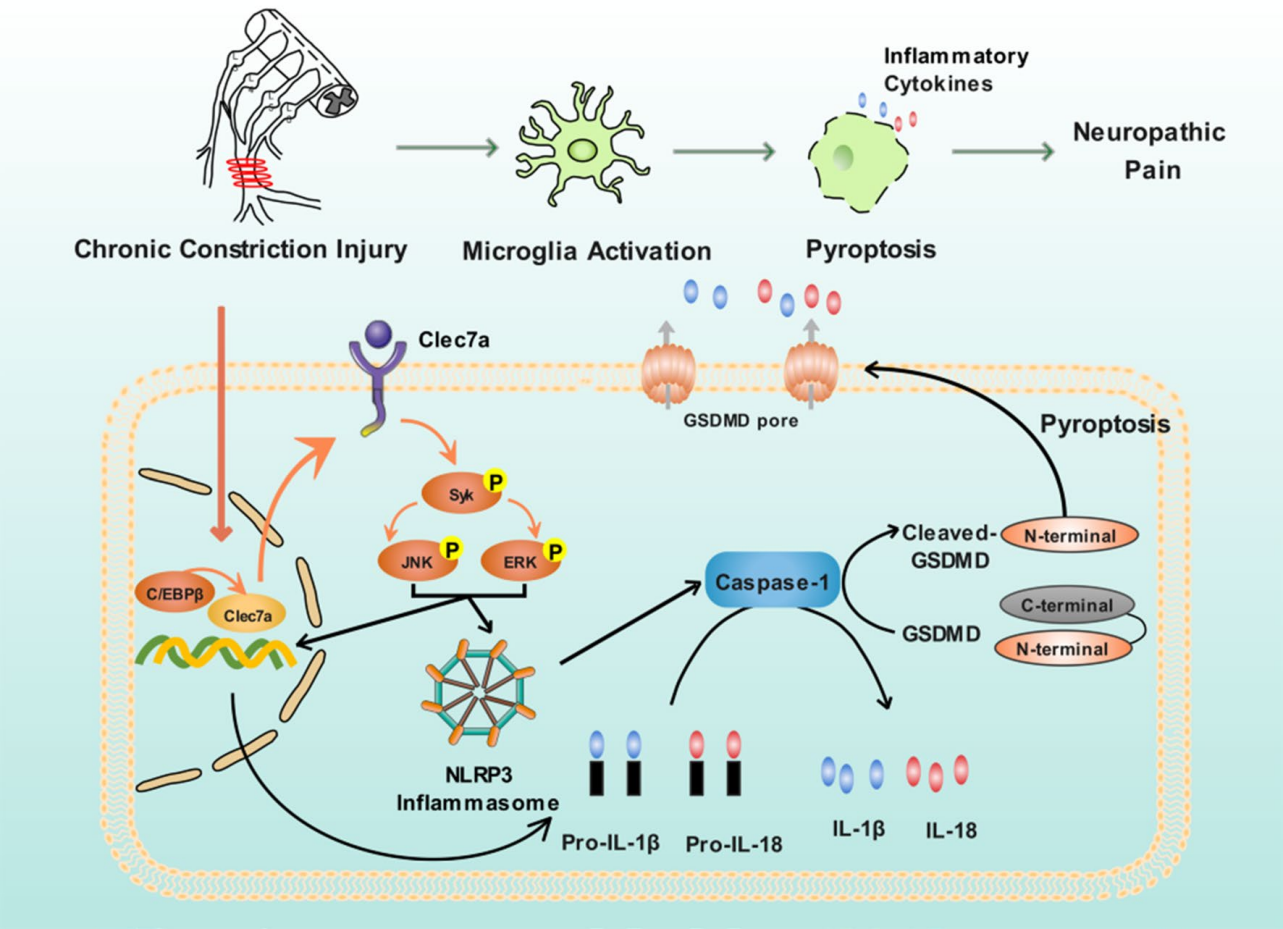
Illustration on the critical role of C/EBPβ-Clec7a axis in neuropathic pain progression, which supports the idea that CCI-induced overexpression of Clec7a, and the direct interaction between C/EBPβ and Clec7a observed along the pain pathways may contribute to neuropathic pain by triggering the phosphorylation of Syk, ERK and JNK proteins, as well as activating NLRP3 inflammasome-mediated pyroptosis

Clec7a, also known as Dectin-1, is a transmembrane receptor protein for β-1,3 and β-1,6 glucans, which is mainly expressed on macrophages, monocytes, microglia, neutrophils, most subsets of dendritic cells, and subpopulations of T-cells, B-cells, mast cells, and eosinophils [20]. As a pattern-recognition receptor, Clec7a has been found to recognize a broad range of microbial pathogens, including fungi and bacteria, which can cause autoimmune disorders and cancer [21]. It also plays a key role in regulating neuroinflammation in ischemic stroke, spinal cord injury and intracerebral hemorrhage [22–24]. A previous study of Rojewska group firstly observed the upregulation of *Clec7a* mRNA in both DRG and SC seven days after CCI-induced neuropathic pain using microarray and qPCR analyses [25], in line with our findings. Fu and colleagues indicated that the inhibition of Clec7a could ameliorate neuroinflammation after intracerebral hemorrhage in mice [21]; Deerhake and others also reported that Clec7a could limit autoimmune neuroinflammation in mice [26]. Consistently, our data demonstrated that intrathecal siRNA-mediated suppression of *Clec7a* effectively attenuated CCI-induced mechanical allodynia, implying a crucial role of *Clec7a* during neuropathic pain progression, which prompt us to investigate its underlying mechanisms.

Inflammatory responses are initiated by pattern recognition receptors, such as Clec7a, which may trigger Syk-JNK signal pathway to transfer cellular danger signals to inflammasomes, such as the NLRP3 inflammasome, resulting in the induction of pro-inflammatory cytokines, such as IL-1β and IL-18, or activation of caspase-1, leading to inflammation or GSDMD-mediated pyroptosis [27–30]. In this study, we revealed a novel role of Clec7a in promoting pyroptosis of CCI mice and BV2 cells, as well as its underlying mechanisms. We found that the knockdown of Clec7a significantly impaired LPS combined with ATP-induced neuroinflammation, Syk/JNK phosphorylation levels and NLRP3 inflammasome-associated molecule expression, suggesting that Clec7a may play crucial roles in the inflammation and pyroptosis of microglia cells. To further explore the upstream molecular mechanisms that influence Clec7a expression, we also investigated transcription factors that may regulate Clec7a. C/EBPβ, as a pleiotropic transcription factor, is an important member of the C/EBP family, and functionally regulates the expression levels of various genes. Emerging evidence has been reported that C/EBPβ participates in the occurrence of inflammation-related diseases via controling multiple genes' expression implicated in immune and inflammatory responses [31, 32]. However, there is no report regarding to the effect of C/EBPβ on Clec7a during pyroptosis. In this study, we confirmed that C/EBPβ directly targeted the promoter region of Clec7a to promoting its expression, and the positive correlation between C/EBPβ and Clec7a expression levels in CCI mice. In addition, the knockdown of C/EBPβ effectively inhibited the release of inflammatory cytokines and pyroptosis by down-regulating Clec7a in CCI mice and BV2 cells.

Notably, NLRP3 inflammasome-regulated inflammatory response has been revealed to be involved into the neuropathic pain occurrence and development [33–35]. However, the relationships between neuropathic pain and pyroptosis have not been fully elucidated. In this study, we found that the knockdown of Clec7a or C/EBPβ markedly attenuated LPS combined with ATP-triggered inflammatory response and the expression of NLRP3, GSDMD-N, caspase-1, IL-1β and IL-18, which suggested that C/EBPβ-Clec7a axis positively regulates LPS combined with ATP-induced pyroptosis by activating NLRP3-caspase-1 dependent inflammasome in rat microglia.

In conclusion, the current pre-clinical investigation reveals that C/EBPβ-Clec7a axis may be a potential target for relieving neuropathic pain through alleviating neuroinflammation, paving its way for clinical translation as a promising approach for neuropathic pain therapy.

## Supplementary Information

**Additional file 1. Figure S1.** *Clec7a* knockdown alleviated LPS and ATP induced BV2 cells pyroptosis. **Figure S2.** C/EBP β knockdown alleviated LPS and ATP induced BV2 cells pyroptosis.

**Additional file 2.  Table S1.** The information of siRNA and primer sequences used in this study. **Table S2.** The information of antibodies used in this study. **Table S3.** E xpression patterns of 100 di fferentially expressed genes in SC between the sham and CCI model groups by Microarray Profiling (mixed sample, n = 3). **Table S4.** Expression patterns of 100 differentially expressed genes in SC between the sham and CCI model groups by RNA-seq (n = 4).

## Data Availability

The datasets generated and analysed during the current study are available in the GEO datasets (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186237 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185278).

## Abbreviations

Clec7a: C-Type lectin domain containing 7A
CCI: Chronic constriction injury
caspase-1: Cysteine-aspartic protease 1
IL-1β: Interleukin-1β
NLRP3: NOD-like receptor family pyrin domain-3
RNA-seq: RNA sequencing
SC: Spinal cord
siRNA: RNA interference
ELISA: Enzyme-linked immunosorbent assay
IASP: International association for the study of pain
MWT: Mechanical withdrawal threshold
DEGs: Differentially expressed genes
si-Clec7a: Clec7a siRNA
si-Cebpb: C/EBPβ siRNA
si-NC: Control siRNAs
shCebpb: ShRNAs targeting C/EBPβ
shNC: ShRNAs targeting negative control
PBS: Phosphate-buffered saline
FL: Firefly luciferase
RL: Renilla luciferase
ChIP: Chromatin immunoprecipitation

How the deposited data were processed for this re-analysis (not part of the article)

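The data were RNA-seq libraries of L4-L6 spinal cord from 4 Sham and 4 CCI rats on postoperative day 10, one library per rat. The condition and number of each rat were taken from the sample labels and the paper, which give the same groups. The authors deposited an estimated count for each of 41078 Ensembl transcripts in each rat, as whole numbers that needed no further rounding and that were not scaled for library size. The paper's text names R with Bioconductor and an array normalization for expression profiling, and does not name the aligner, the counting program, the genome build or the annotation release of the RNA-seq values. Estimated counts divide reads among the transcripts of one gene, so the value of one transcript can move with that division as well as with the RNA, and transcripts of one gene or of near-identical genes can share reads. The microarray data, the qPCR data and the supplementary tables of DEGs were not used here.

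Total estimated counts ran from 82926469 to 99820143 per rat, and the 10 largest transcripts held between 11.1% and 14.8% of them. A chi-square comparison of every pair of rats gave at least 75.1 per transcript, so no library was counted as a repeat of another.

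The comparison of CCI with Sham used edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr by group, robust dispersion estimates and the quasi-likelihood test with the group as the only term. Standard errors were computed from the log2 fold change and the F value of that test. Transcripts were counted at the study's criteria and at a Benjamini-Hochberg adjusted p under 0.05. Alternatives were DESeq2 1.42.0, limma 3.58.1 with the trend and voom methods, upper-quartile and total-count scaling, no filter, a filter of at least 10 counts in every rat, a block for the replicate number, a fold-change limit of 2, and each rat left out in turn. The main settings and these alternatives were set before the data were examined. Added after the data were seen were the estimated counts divided by 4, DESeq2 without the filter, DESeq2 size factors for the within-group correlations, the comparison of the fits that tested Nlrp3, and Casp1 against Clec7a with the value of one rat as plotted in Fig. 2A. Counts were simulated from the means, library sizes and edgeR dispersions of these libraries, with 200 transcripts changed by 2 on the log2 scale. The changed transcripts were drawn only from those with higher mean counts. On these counts the edgeR test at an adjusted p under 0.05 found 88% of the changed transcripts and called 8 unchanged ones among 22560 tested. The share found does not cover transcripts with low counts.

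Correlations, permutation tests and clustering used Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6, and R. Log2 CPM used a prior count of 2 for the tests and clustering and of 1 for the log2 correlations. Fold changes of transcripts with at most 3 counts in every rat of a group were computed against a floor of 3 counts and are lower bounds.

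Genes were to be named by a rule set before the data were examined: the genes of the pathway and the cell markers that the paper names, and the largest rises and falls with an adjusted p under 0.05 and groups that do not overlap. The values carry transcript identifiers without names, and the reference used here lists none of these identifiers. Therefore 2 transcripts that rose and 2 that fell are given by identifier, and only the 7 genes plotted in Fig. 2A were named, by matching the plotted points of the 4 CCI rats to the deposited values. Other transcripts of the same genes were not assigned. Tests of cell-type marker lists, planned before the data were examined, were not run because they need gene names. The transcript matched to Nlrp3 did not pass filterByExpr and was compared by an exact permutation test of log2 CPM.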

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

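The tests in this part were chosen after the results were seen. They concern a Clec7a value in one Sham rat and transcripts outside those the paper discusses.

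The Clec7a transcript in Sham rats had one value far from the others. The rat Sham-1 had an estimated count of 8 where the other Sham rats had 23 to 27. On CPM, scaled for library size, the gap to the nearest rat was 0.893 of the range of the group, above Dixon's critical value for 4 values. On the unscaled counts it was 0.789, which is not above it. Among the 16 groups of values examined in this way, it was the single one above the limit, and chance flags about 1 group in 20. The Sham rats share one condition, so no biological explanation was tested. The value rests on few counts, and Sham-1, with the lowest total of estimated counts among Sham rats at 87854893, did not stand apart in that total.

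The transcripts ENSRNOT00000083833.1 and ENSRNOT00000088314.1, which the paper does not report on by identifier, were at 0 in all 4 Sham rats and had mean estimated counts of 6494.5 and 161.25 in CCI rats. Transcripts at 3 counts or fewer in one whole group and at 30 or more in every rat of the other numbered 7. Of the 35 splits of the 8 rats into 4 and 4, 1 gave as many, the real one, and the others gave 0 to 6. This rests on the chosen level, since at 10 counts or more 2 of the 35 splits gave as many as the real one and at 100 or more 5 of 35 did. The number of such transcripts is therefore not set apart from other groupings of these rats at every level. A candidate technical explanation is the division of shared reads between transcripts of one gene. Among transcripts with a Sham rat at 100 counts or more, 3.06% had another Sham rat at 3 or fewer, so such changes also occur between rats of one group. The sums over each gene's transcripts, which would decide it, were not computed because the identifiers were not paired with genes. For these transcripts, a change in the RNA of CCI rats and a change in the division of reads cannot be told apart. A response to the injury stays open and untested, as does a sequence difference between the animals.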

How the results depend on the processing

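At the study's criteria the count of 605 transcripts stayed within 1.5 times under every other normalization, model and filter tried, from 471 with the estimated counts divided by 4, an alternative chosen after seeing the data, to 895 without the filter. A fold-change limit of 2 gave 278 transcripts, and an adjusted p under 0.05 with the limit of 1.5 gave 73. With each rat left out the count lay between 620 and 721.

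The 89 transcripts with an adjusted p under 0.05 became 472 with DESeq2, which included all 89. DESeq2 without the filter, chosen after seeing the data, gave 496. The cause was not tested, and on simulated counts with known changes DESeq2 called 86 unchanged transcripts against 8 for edgeR. Those counts were drawn with dispersions estimated by edgeR, so the comparison may favour edgeR. Across the 8 fits that each left out one rat the count ranged from 3 without CCI-1 to 63 without CCI-4. It was 36 without Sham-1, 9 without Sham-2, 6 without Sham-3, 7 without Sham-4, 29 without CCI-2 and 28 without CCI-3, with one fewer rat in each fit.

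The Clec7a log2 fold change kept its direction throughout. Its adjusted p was 2.26e-11 with DESeq2. It lay between 0.0260 with limma-trend and 0.0328 with edgeR without the filter, a range that holds upper-quartile and total-count scaling. The adjusted p rose above 0.05 under limma-voom, where the log2 fold change was 3.63 with an adjusted p of 0.134. Across the 8 fits that each left out one rat the log2 fold change ranged from 3.32 to 3.94, and the adjusted p was under 0.05 only without CCI-3. The filter of at least 10 counts in every rat gives no value for Clec7a, since Sham-1 had 8.

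The replicate numbers were checked as a possible pairing of rats. Deviations from the group means correlated at 0.0148 on average over the 4 same-numbered pairs and at -0.00495 over the 12 other pairs, and no pair was above 0.1, so the rats share only a number. With the replicate number as a replicate block, 542 transcripts met the study's criteria, 2 had an adjusted p under 0.05, and the Clec7a log2 fold change was 3.64 with an adjusted p of 0.206. The transcripts ENSRNOT00000083833.1, ENSRNOT00000088314.1, ENSRNOT00000087093.1 and ENSRNOT00000032780.7 had adjusted p of 0.0732, 0.256, 0.361 and 0.0786 under the block.

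The correlation of Clec7a with Cebpb was no longer under a p of 0.05 on the values as deposited, with r of 0.502, or with DESeq2 size factors, with r of 0.699, and it ranged from 0.554 without CCI-2 to 0.787 without Sham-3 with each rat left out, where the exact permutation p was under 0.05 in 3 of the 8 fits and reached 0.199. For Nlrp3 r was 0.721 with a p of 0.0883 by exact permutation on the log2 scale, and 0.550 without CCI-2 to 0.919 without CCI-3 with each rat left out, where the exact permutation p was under 0.05 in 2 of the 8 fits, those without CCI-3 or CCI-4, and reached 0.0931 in the others. For Il1b r was 0.667 with a p of 0.0515 by exact permutation on the log2 scale, and 0.601 without CCI-2 to 0.923 without CCI-1, where the exact permutation p was under 0.05 in 7 of the 8 fits and was 0.159 without CCI-2. The correlations with Gsdmd and Il18 kept a p under 0.05 as deposited, on the log2 scale, with DESeq2 size factors and with each rat left out. Without the 2 rats farthest from the median of Clec7a, the exact permutation p on CPM was 0.0389 for Gsdmd and 0.106 for Il18, and on the values as deposited it was 0.0778 for Gsdmd. For Casp1 r was 0.723 without CCI-2 and stayed above a p of 0.05 throughout. Within groups, the log2 scale reversed the sign for Il1b, to -0.109, and for Il18, to -0.412. The number of the 6 relations with an adjusted p under 0.05 for r fell from 4 to 1 on the log2 scale. It fell to 0 or 1 with a Sham rat or CCI-2 left out, and was 4 without CCI-1, CCI-3 or CCI-4. Without CCI-1 the 4 were not the same relations. Cebpb came in (adjusted exact permutation p = 0.0298) and Nlrp3 dropped out (0.0831). For rho the number was 0 throughout except without CCI-1, where it was 2. The cause was not tested for these changes.

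Clustering placed 8 of 8 rats with their group under each linkage and for the 1000 most variable transcripts, and 6 of 8 when all tested transcripts were used. Over the other results 16 alternative values were weaker and 5 stronger. The transcript ENSRNOT00000083833.1 had an adjusted p of 0.109 under limma-voom. Of the stronger ones, Il18 had an adjusted p of 0.00274 with DESeq2, and the Nlrp3 difference without CCI-4 was 5.79 in log2 CPM with an exact permutation p of 0.0286, the smallest that 4 rats against 3 allow. The marker list tests were not run. Clec7a in Sham rats rests on at most 27 estimated counts per rat, which limits the precision of its fold change.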

Differences from the paper's values

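The paper reports 1304 DEGs from RNA-seq, and 605 transcripts met its criteria here. The paper writes of genes, while transcripts were counted here, so the units may differ. Of the alternatives set before the data were examined, testing without a filter came nearest, with 895, within 1.5 times the paper's number. The others gave 73 to 731. DESeq2 without the filter, chosen after seeing the values, gave 859. None of the alternatives reached the paper's number.

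Among its top 100 DEGs the paper lists 11 downregulated genes, and 5 of the first 100 transcripts by p were lower in CCI rats here. The paper's text does not name its ranking, and ranking by fold change gave 21. Of the alternatives set before the data were examined, the fits without Sham-2, with 11, without Sham-4, CCI-1 or CCI-3, each with 8, and without CCI-2, with 15, came within 1.5 times under the ranking by p, and the others did not. Under the ranking by fold change, the filter of at least 10 counts in every rat gave 14, within 1.5 times, and the other alternatives set before the data were examined did not come within it. DESeq2 without the filter, chosen after seeing the values, gave 9 by p.

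In the heat map of Fig. 1C about 51% of the DEGs, read by eye, are lower in CCI rats, and 21.0% were here. None of the alternatives set before the data were examined closed the gap.

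For r, the values in Fig. 2A matched those computed on the values as deposited for Nlrp3, Gsdmd, Il1b and Il18, where r was 0.739, 0.752, 0.817 and 0.805. On CPM r was 0.869 for Gsdmd. For Cebpb, Fig. 2A gives r of about 0.82, and r was 0.502 on the values as deposited and 0.705 on CPM. Of the alternatives set before the data were examined, none came within 0.01 of the figure's r, the margin used for r, and the fit without Sham-3 came nearest, with 0.787. In the Cebpb panel the plotted values of the Sham rats average about 370 in Fig. 2A, read by eye, while the deposited values of the matched transcript average 899.5. For Casp1, Fig. 2A gives r of about 0.65, and r was 0.218 on the values as deposited and 0.301 on CPM. Of the alternatives set before the data were examined, none came within 0.01 of the figure's r, and the fit without CCI-2 came nearest, with 0.723. In the Casp1 panel Clec7a of the rat CCI-2 is plotted at about 150 in Fig. 2A, read by eye, while its deposited value is 422. With Clec7a of CCI-2 set to the plotted position, a setting chosen after seeing the values, r on the values as deposited was 0.651.

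The paper states a significant correlation of Clec7a with Cebpb. Here its exact permutation p was 0.0482 before adjustment and 0.0578 after adjustment over 6 genes.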

Other observations

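The counts over other splits of the rats, the exchanges of CCI-4 with Sham rats and the check of multiples of 4 were tests chosen after the results were seen.

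Of the 35 splits of the 8 rats into 4 and 4, 1 gave as many transcripts at the study's criteria as the real split, namely the real one with 605, and the others gave 256 to 435. For an adjusted p under 0.05, 1 of the 35 splits gave as many, again the real one with 89, and the others gave 0 to 8. The chance level at the study's criteria is high. Counts simulated with no difference between the groups gave 485 such transcripts among 22555 tested and 1 with an adjusted p under 0.05. The simulated 485 lay above the 256 to 435 of the other splits, which mix Sham and CCI rats. The simulation and the splits therefore do not give the same chance level, and the cause was not tested.

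More transcripts rose than fell at the study's criteria, 79.0% against 21.0%. The choice among TMM, DESeq2, upper-quartile and total-count scaling does not account for it, since the lowest share of rises under the alternatives was 75.8%. These scalings were nearly alike. The median log2 fold change over all tested transcripts ran only from -0.00376 with DESeq2, which also changes the model, to 0.0213 with total counts. An error of scaling that they share was therefore not tested. One rat does not account for the excess of rises either, since the share stayed at 68.5% or more with each rat left out. A response to the injury stays open as a hypothesis and was not tested further.

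Clustering of transcripts chosen by the groups parts the groups by construction, as it did for each of the 35 splits. The 1000 most variable transcripts, chosen without the groups, also placed 8 of 8 rats with their group, which argues against the choice of genes as the whole source. All tested transcripts placed 6 of 8.

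The rat CCI-4 had a Nlrp3 value at the level of Sham rats. A mislabelled sample would put CCI-4 near the Sham rats on other transcripts. On the 721 transcripts at the study's criteria without CCI-4, its median position was 0.588 on a scale from 0 at the Sham mean to 1 at the mean of the other CCI rats. The other CCI rats, treated alike, lay at 0.679 to 0.850 and the Sham rats at 0.137 to 0.349. CCI-4 lay lowest among the CCI rats, and over all tested transcripts it joined the Sham rats in the clustering, as did CCI-1. The correlation of CCI-4 over log2 values was also higher with Sham-4, at 0.9880, and Sham-3, at 0.9873, than with any other CCI rat, at most 0.9872. This was not particular to CCI-4. The rat CCI-2 also correlated most with a Sham rat, Sham-1, at 0.98613, against at most 0.98591 with a CCI rat. All 28 pairs lay between 0.98458 and 0.98815, so the correlation hardly parts the groups. The chi-square per transcript of CCI-4 was 75.1 with Sham-3, 83.4 with Sham-1 and 94.6 with Sham-4. All were below its lowest value with a CCI rat, 98.3 with CCI-1, while the value with Sham-2 was 100.2. Exchanging CCI-4 with one of the 4 Sham rats left 334 to 435 transcripts at the study's criteria, against 605, and at most 2 with an adjusted p under 0.05, against 89. The last values argue against an exchange of CCI-4 with a Sham rat. The position of CCI-4 lay outside the range of the Sham rats. The chi-square values and the clustering of all tested transcripts put it near them. Apart from Nlrp3, CPM of CCI-4 lay above every Sham rat for each gene of Fig. 2A. Clec7a was at 2.26 CPM in CCI-4, against 0.0905 to 0.276 in Sham rats. These genes argue against a Sham rat under the label CCI-4. The chi-square values go the other way, so a mislabelled rat is not ruled out. A weaker response in CCI-4 stays open and untested. The division of reads between transcripts of Nlrp3 was not tested.

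The correlations of Clec7a over 8 rats could arise from the difference between the groups alone. Within groups on CPM, 5 of 6 were above 0, none passed an exact permutation test, and the smallest p was 0.222, for Casp1, which was below 0. On the log2 scale Il1b and Il18 were also below 0, and the smallest exact permutation p was 0.149, for Casp1. On the values as deposited the smallest was 0.196, again for Casp1. With 4 rats per group, a relation within groups and the difference between groups cannot be told apart, because so few rats leave the within-group values imprecise. On CPM and on the values as deposited, the within-group values also rest mostly on the CCI rats, where Clec7a varied far more.

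Multiples of 4 were in excess among low values. The excess had been seen before it was tested. A first measure, the share of multiples of 4 among values from 1 to 40, was 25.7%, close to an even share, and was replaced after it was seen, because frequencies fall with the value. Relative to the 2 neighbouring whole numbers, multiples of 4 from 8 to 40 were 1.25 times as frequent. Numbers that leave 2 on division by 4 were 1.05 times as frequent as their neighbours. Those that leave 1 or 3 were 0.890 and 0.839 times as frequent. A candidate explanation of the excess at multiples of 4 is that each sequenced fragment was counted as 4. Counting by 4 alone does not account for the smaller excess at numbers that leave 2. The median ratio of variance to mean between Sham rats at means of 4 to 20 was 3.08, against 0.795 for simulated Poisson counts and 3.26 for simulated Poisson counts multiplied by 4. Between Sham rats the ratio rose to 5.44 at means of 20 to 100 and 8.10 at means of 100 to 1000. Counting each fragment as 4 would by itself give the same ratio at every mean. Differences between rats also raise this ratio, so it cannot decide whether fragments were counted as 4. Dividing the estimated counts by 4 left 471 transcripts at the study's criteria and 91 with an adjusted p under 0.05.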
